# MAX controls meiotic entry in sexually undifferentiated germ cells

**DOI:** 10.1038/s41598-024-55506-7

**Published:** 2024-03-04

**Authors:** Ayumu Suzuki, Kousuke Uranishi, Masazumi Nishimoto, Yosuke Mizuno, Seiya Mizuno, Satoru Takahashi, Robert N. Eisenman, Akihiko Okuda

**Keywords:** Germ cell, Meiosis, Gametogenesis, Sexual differentiation, MAX, PRC1, Cell biology, Developmental biology

## Abstract

Meiosis is a specialized type of cell division that occurs physiologically only in germ cells. We previously demonstrated that MYC-associated factor X (MAX) blocks the ectopic onset of meiosis in embryonic and germline stem cells in culture systems. Here, we investigated the *Max* gene’s role in mouse primordial germ cells. Although *Max* is generally ubiquitously expressed, we revealed that sexually undifferentiated male and female germ cells had abundant MAX protein because of their higher *Max* gene expression than somatic cells. Moreover, our data revealed that this high MAX protein level in female germ cells declined significantly around physiological meiotic onset. *Max* disruption in sexually undifferentiated germ cells led to ectopic and precocious expression of meiosis-related genes, including *Meiosin*, the gatekeeper of meiotic onset, in both male and female germ cells. However, *Max*-null male and female germ cells did not complete the entire meiotic process, but stalled during its early stages and were eventually eliminated by apoptosis. Additionally, our meta-analyses identified a regulatory region that supports the high *Max* expression in sexually undifferentiated male and female germ cells. These results indicate the strong connection between the *Max* gene and physiological onset of meiosis in vivo through dynamic alteration of its expression.

## Introduction

Germ cells are the only cell type that transmits genetic information to the next generation. Meiosis, a fundamental process of gametogenesis, is a specialized type of cell division that halves the ploidy of the genome^1–3^. While the molecular bases of most events that occur during meiosis are highly conserved among eukaryotes, the regulatory mechanisms that control its onset in mammalian germ cells are largely unknown because of their limited evolutionary conservation^2–6^. Dysregulation of meiotic genes in germ cells is closely linked to infertility and cancer^6–9^, underscoring the importance of elucidating the detailed molecular mechanisms that control meiotic onset in mammals.

During fetal development, primordial germ cells (PGCs) are generated from several epiblast cells located in the posterior/proximal corner at approximately embryonic day (E)6.25. They migrate to the genital ridge by around E10.5. Up to E11.5, germ cells remain sexually undifferentiated while testis- or ovary-specific gene expression can be observed in somatic cells^10^. Germ cells undergo sexual differentiation by E12.5, based on differentiation signals from the surrounding somatic cells. Female germ cells initiate meiosis around E13.5 with the expression of meiotic genes in response to retinoic acid (RA)^11,12^. In contrast, male germ cells do not initiate meiosis during the embryonic stage, mainly due to degradation of RA by CYP26B1 and translational repression of mRNAs from meiosis-related genes by NANOS2, one of the crucial male-specific factors that promote and suppress male- and female-specific pathways, respectively^13,14^. The *Stra8* (*stimulated by retinoic acid 8*) gene is a crucial regulator of meiotic onset in male and female germ cells^15–18^. Although the molecular mechanisms by which STRA8 sustains the early stages of meiosis have long been enigmatic, identification of MEIOSIN as a binding partner of STRA8 revealed that STRA8 functions as a transcriptional activator that activates numerous meiosis-related genes by interacting with MEIOSIN, including the *Stra8* and *Meiosin* genes themselves^19^. Meiosis-related genes may need to undergo certain epigenetic changes before being activated by the STRA8/MEIOSIN transcriptional complex so that the complex can perform its function effectively. However, any such epigenetic regulation remains elusive.

Although MYC-associated factor X (MAX) is widely known as an obligate partner of MYC, activating numerous genes involved in cell proliferation and metabolism^20–22^, it also heterodimerizes with MGA. This MGA-MAX dimer constitutes polycomb repressive complex (PRC)1.6, an atypical subtype of PRC1^23,24^. Previously, we demonstrated that PRC1.6 suppresses meiotic onset in mouse embryonic stem cells (ESCs) and germline stem cells (GSCs), which are derived from preimplantation embryos and spermatogonial stem cells, respectively^25^. We previously showed that knockout of the *Max* gene in ESCs is accompanied by cytological changes reminiscent of germ cells undergoing meiotic prophase I, with global derepression of meiosis-related genes such as *Sycp3* and *Stra8*^25–35^. These cytological changes are independent of the expression of *Blimp1*, the gene encoding a master regulator of primordial germ cells^36^, but dependent on *Stra8* expression, suggesting that the meiotic germ cell-like cytological changes observed in *Max*-null ESCs are not secondary consequences of ESC differentiation into germ cells, but stem from these cells’ intrinsic ability to initiate meiosis ectopically. Consequently, we hypothesized that MAX acts as a direct and crucial regulator for the initiation of meiosis. In this study, we addressed this hypothesis by investigating the role of the *Max* gene in mouse primordial germ cells.

## Results

### Meiotic onset is preceded by a prominent decline in *Max* expression in female PGCs

We previously demonstrated that MAX protein levels decrease notably prior to meiosis during spermatogenesis^25^, although *Max* is generally known to be expressed ubiquitously^22,37,38^. To further explore the correlation between *Max* expression and meiotic onset in germ cells in vivo, we examined MAX protein levels in male and female germ cells during the sexual differentiation process by immunohistochemistry. At E11.5, when PGCs were not sexually differentiated, OCT4-positive male and female germ cells had significantly stronger MAX protein staining signals than the surrounding OCT4-negative somatic cells (Fig. 1A). However, at E13.5, the MAX protein signal in female germ cells at the preleptotene stage—the transition stage shortly before entering meiotic prophase I^39^—became less intense than in E11.5 germ cells, and this less intense signal was prominently weakened further in the early leptotene stage (Fig. 1B). Quantification of the MAX protein levels during the mid-gestation stage revealed that the MAX protein signal was maintained mostly at a constant level in somatic cells in both sexes during the entire mid-gestation stage. However, female but not male germ cells showed a considerable decline in the MAX protein signal at E13.5, coinciding with the timing of their meiotic onset (Fig. 1C). Male germ cells also showed a significantly decreased MAX protein signal at E14.5, although the biological significance and cause of this reduction are unknown. Notably, while the lowest levels of the MAX protein staining signal in male germ cells at E14.5 were comparable to the levels in somatic cells, female germ cells at E13.5 had a lower level of the MAX staining signal than somatic cells. Analyses using publicly available transcriptome analysis data^40^ revealed that the most significant difference in *Max* expression levels between male and female PGCs was evident at E13.5 (Supplementary Fig. 1A), indicating that the difference in the *Max* mRNA levels between male and female germ cells during the mid-gestation stage is largely reflected by the MAX protein levels.

**Figure 1:**
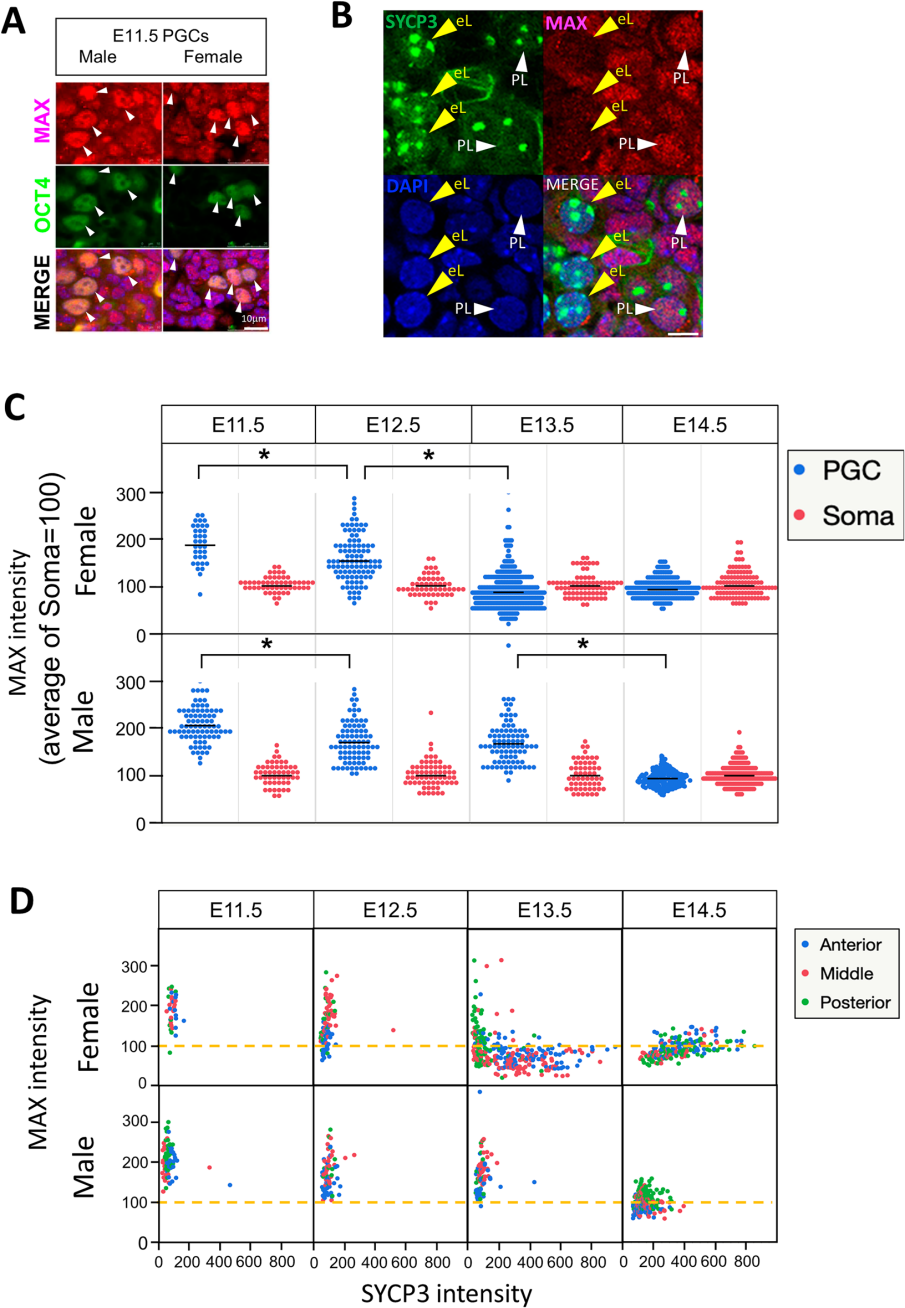
Spatiotemporal alterations of MAX protein levels in embryonic male and female germ cells. (**A**) Double immunofluorescence staining of MAX and OCT4 (POU5F1) in male and female gonads at E11.5. Arrowheads indicate each OCT4-positive germ cell. (**B**) Gonadal sections of female germ cells at E13.5 were immunostained for MAX and SYCP3, and counterstained with DAPI. PL, preleptotene; eL, early leptotene. (**C**) Plots of the intensity of individual MAX staining signals in male and female germ cells and somatic cells. The relative intensities of MAX staining in individual germ and somatic cells in male and female gonads at E11.5, E12.5, E13.5, and E14.5 were determined using ImageJ software. The mean MAX signal intensity in somatic cells was arbitrarily set to 100. (**D**) Scatter plots representing the intensities of the MAX and SYCP3 staining signals in individual male and female germ cells at E13.5 localized in the anterior (blue dot), middle (red dot), or posterior (green dot) of the gonads. The intensities of the MAX and SYCP3 staining signals in somatic cells were set to 100.

Meiosis occurs in female gonads along the anterior–posterior axis. It occurs restrictively in germ cells located at the anterior portion of the gonad at approximately E13.5, and then the region containing the germ cells undergoing meiosis expands and/or moves to the posterior region in a wave-like fashion^11,12,41^. Therefore, we used publicly available global gene expression data^42^ to examine whether expression levels of the *Max* gene, as well as pluripotency- and meiosis-related genes, were influenced by the location of the female germ cells in the gonad. Female germ cells located in the posterior part of the gonad at E13.5 had higher expression levels of *Max* and pluripotency genes (*Oct4* and *Nanog*), but lower expression levels of meiosis-related genes (*Dazl*, *Stra8*, and *Sycp3*), than germ cells located in the anterior portion (Supplementary Fig. 1B). Next, we examined the MAX and SYCP3 protein levels in male and female germ cells by double immunohistochemistry in relation to the spatiotemporal regulation of meiotic entry. Female germ cells in the posterior portion of the gonad also showed delays in the reduction and increase in MAX and SYCP3 protein levels, respectively, compared with those in the anterior portion (Fig. 1D, upper panels), strengthening the notion that the decline in MAX protein levels and meiosis are closely linked events. However, this inverse correlation between them was no longer evident at E14.5. In contrast to female germ cells, male germ cells, which do not produce SYCP3 protein at appreciable levels during the embryonic stages, maintained a mostly constant level of MAX protein until E13.5, followed by significantly decreased levels between E13.5 and E14.5. However, unlike female germ cells, there were no spatiotemporal differences (Fig. 1D, lower panels). Immunocytochemical analyses of female gonadal cells dissociated to single cells revealed the lowest MAX protein levels in the early leptotene stage. However, these levels elevated during the subsequent leptotene and zygotene stages (Supplementary Fig. 2). These results indicate that the decline in MAX protein levels in female germ cells is a transient event that occurs around their physiological meiotic onset.

### *Max* gene disruption is coupled to meiotic onset in sexually undifferentiated male and female PGCs

To further explore the relationship between *Max* expression and meiotic onset in germ cells, we conducted germ cell-specific knockout of the *Max* gene (Fig. 2A). To this end, we crossed *Max*^fl/fl^ female mice^43^ with *Max*^fl/fl^ male mice with the Oct4-CreERT2 transgene to produce MAX conditional-knockout (cKO) mice (*Max*^fl/fl^;Oct4-CreERT2 female and male mice, abbreviated as FC and MC, respectively), as well as control female and male *Max*^fl/fl^ mice (abbreviated as F and M, respectively). Both FC and MC mice harbor a homozygous *Max*-floxed allele (*Max*^fl/fl^ mice), wherein exon V can be excised through Cre activity, and a hemizygous Oct4dPE-CreERT2 transgene expressed under the control of a distal enhancer of the *Oct4* gene (Fig. 2A). To evaluate the efficiency of tamoxifen administration-mediated *Max* gene disruption, we injected tamoxifen into the abdomen at E8.5 and then performed immunostaining for MAX protein at appropriate embryonic stages. At E11.5, while Cre-negative control germ cells maintained a high MAX protein signal that was approximately twice as strong as that in somatic cells irrespective of tamoxifen treatment, most Cre-positive germ cells decreased the signal to a background level (Fig. 2B, see also germ cells indicated by a yellow arrowhead in Fig. 2D). We next examined alterations in the expression levels of meiosis-related genes (*Sycp3*, *Meiosin*, and *Stra8*) due to *Max* gene disruption in male and female germ cells by tamoxifen administration (Fig. 2C). Significant activation of the *Sycp3* and *Meiosin* genes in male germ cells was evident between E11.5 and E14.5 after the induction of *Max* gene disruption by tamoxifen administration. This activation was most prominent at E11.5 and E12.5, and the extent of the activation became less significant at E13.5 and E14.5, with the difference of *Meiosin* expression at E14.5 not being statistically significant. Female germ cells also showed the activation of these genes following *Max* gene disruption. However, such activation was evident only before sexual differentiation (E11.5 and E12.5). Indeed, expression of these genes in female germ cells subjected to Cre-mediated *Max* gene disruption was comparable to the level in controls without CreERT2 cDNA at E13.5, and lower at E14.5 (Fig. 2C). As for *Stra8* expression, our data revealed that the effect of *Max* gene disruption was distinct from that on *Sycp3* and *Meiosin* expression in which *Max* expression ablation did not notably affect *Stra8* expression levels in both male and female germ cells, except for at one particular time point, namely, E12.5, in female germ cells. We will discuss the regulation of *Stra8* expression of germ cells in the *Max*-null background, including its activation in female germ cells at E12.5, in more detail below (see Discussion). To further confirm that *Max* gene disruption in sexually undifferentiated germ cells leads to de-repression of other meiosis-related genes, we also compared expression levels of *Taf7l* and *Ddx4* between male and female *Max*-null germ cells at E11.5 and their respective control germ cells (Supplementary Fig. 3). These analyses revealed that, similar to *Sycp3* and *Meiosin* genes, the expression levels of both *Taf7l* and *Ddx4* were significantly elevated upon *Max* gene disruption, although the difference in *Ddx4* expression level in female germ cells was not statistically significant between tamoxifen-administered germ cells and their untreated controls.

**Figure 2:**
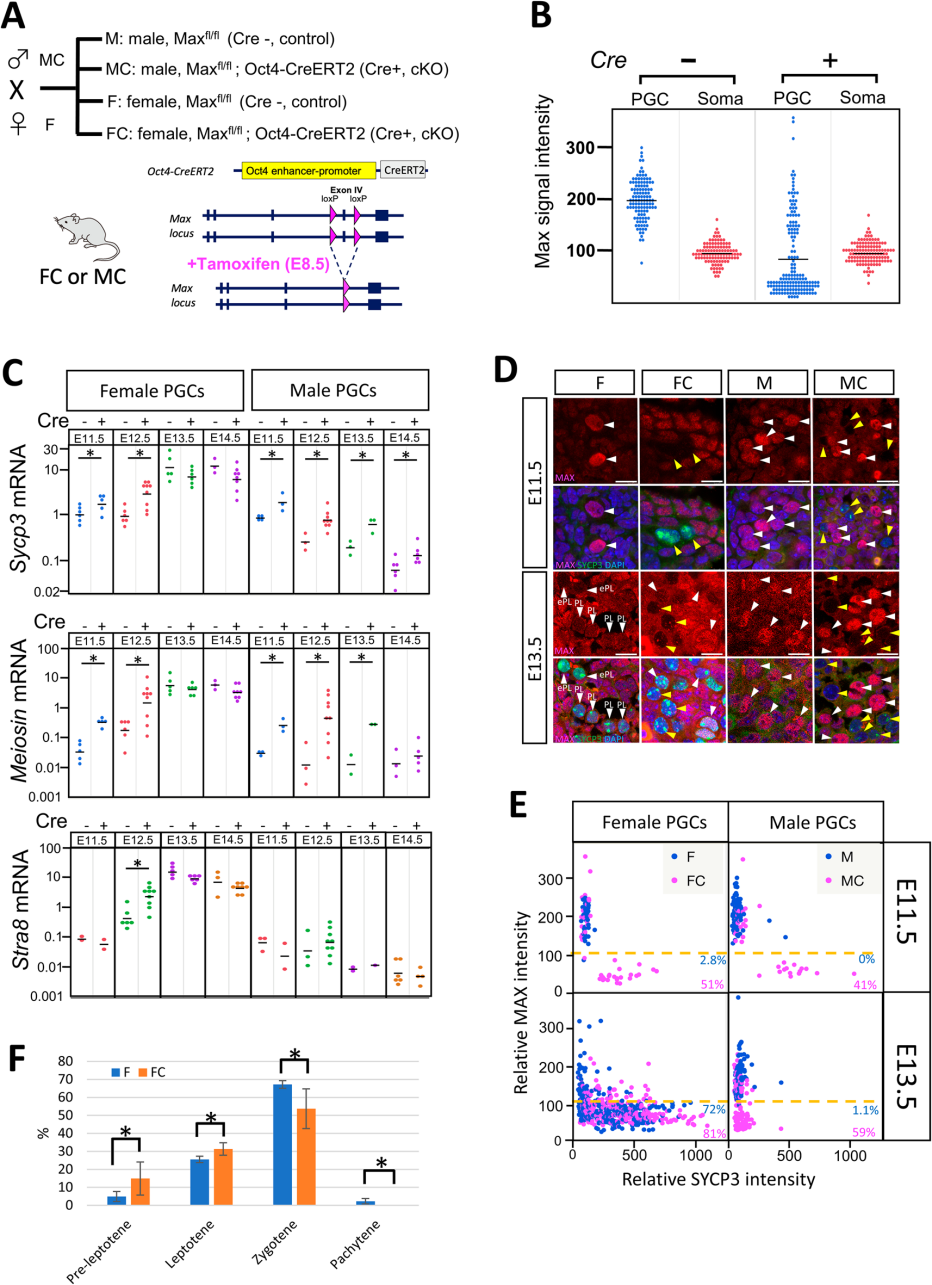
*Max* conditional knockout in sexually undifferentiated germ cells induces meiotic onset. (**A**) The mating scheme to generate *Max* conditional-knockout mice. Male and female *Max*^fl/fl^ embryos with CreERT2 cDNA were designated MC and FC, while male and female embryos without the cDNA were designated M and F, respectively. (**B**) Plots of the intensity of individual MAX staining signals in germ and somatic cells at E11.5 from tamoxifen-administered *Max*^fl/fl^ mouse embryos with and without the Cre transgene. MAX protein signal intensity was quantified using ImageJ software, as in Fig. 1C. (**C**) Examination of the effect of *Max* disruption on the expression of meiosis-related genes. *Sycp3*, *Meiosin*, and *Stra8* mRNA levels in germ cells from M, MC, F, and FC embryos at the indicated days were quantified by quantitative PCR. Data were normalized to the β-actin expression levels. A short vertical line within the dots represents the mean. Student’s t-tests were conducted, *P < 0.05. (**D**) Double immunostaining of germ cells subjected to *Max* gene disruption and their control counterparts. Fetal female and male embryos with or without CreERT2 cDNA were treated with tamoxifen at E8.5 and then sectioned genital ridges from embryos at either E11.5 or E13.5 were subjected to immunostaining of MAX (magenta) and SYCP3 (green), and counterstained with DAPI (blue). Each germ cell is indicated by an arrowhead. Yellow arrowheads indicate germ cells that completely lost the MAX protein signal. PL, preleptotene; eL, early leptotene. (**E**) Scatter plot representing the intensity of the MAX and SYCP3 staining signals in individual male and female germ cells at E11.5 and E13.5. Proportions of germ cells with a lower MAX protein signal than somatic cells are shown. (**F**) Proportions of germ cells in meiotic prophase l in gonads from F (n = 3305 total cells) and FC (n = 4456 total cells) embryos at E14.5. Germ cells were classified into four stages (preleptotene, leptotene, zygotene, and pachytene) by the SYCP3 staining pattern. The differences in the proportions between F and FC mice at each stage were examined statistically by Student’s t-test, *P < 0.05.

Double immunohistochemical staining of MAX and SYCP3 confirmed the high level of MAX and little or no SYCP3 signal in the nuclei of sexually undifferentiated germ cells of control *Max*^fl/fl^ mice (F and M) at E11.5 (Fig. 2D,E). More importantly, a marked reduction in MAX signal by tamoxifen administration-mediated *Max* gene disruption in *Max*^fl/fl^ mice with the CreERT2 transgene was accompanied in most cases by the acquisition of a significant SYCP3 signal in male germ cells, and an even stronger SYPC3 signal in female germ cells, at E11.5 (Fig. 2D,E). Cytologically, these SYCP3-positive *Max*-null germ cells at E11.5 resembled germ cells at the preleptotene stage because of their clumped SYCP3 signal (Fig. 2D). However, this significant SYCP3 protein signal became hardly detectable in *Max*-ablated male PGCs at E13.5 (Fig. 2D,E). These results indicate that *Max*-ablated male germ cells did not maintain the meiosis-like cytological changes observed before sexual differentiation because of the reduction in the expression of meiosis-related genes during the meiotic process. Unlike male germ cells, female germ cells subjected to *Max* gene disruption retained the SYCP3 signal even at E13.5 (Fig. 2D,E). However, the immunostaining pattern of SYCP3 in germ cells at E14.5 revealed that germ cells at earlier (preleptotene and leptotene) and more advanced (zygotene and pachytene) stages were enriched and decreased, respectively, among germ cells subjected to *Max* gene disruption compared with the findings in control female germ cells that initiated meiosis physiologically (Fig. 2F). Taken together, these findings suggest that complete ablation of *Max* expression is sufficient to force the onset of meiosis in sexually undifferentiated male and female PGCs. However, such *Max*-null germ cells failed to undergo subsequent meiotic processes progressively and stalled immediately after the forced induction of meiotic onset. Next, we examined the effect of the ablation of *Max* expression on migrating PGCs. The SYCP3 signal intensity was extremely low in most MAX-null migrating germ cells at E10.5 (Supplementary Fig. S4A). However, some *Max*-ablated germ cells that had migrated to the vicinity of the genital ridge showed a clear SYCP3 protein signal (Supplementary Fig. 4A,B). These results indicate that the germ cells had acquired competence to respond to forced meiotic induction by *Max* ablation during their migration.

Next, we examined whether *Max* ablation in germ cells would affect the expression of genes related to sexual differentiation in the surrounding somatic cells as a secondary consequence of forced meiotic induction in germ cells. However, quantitative PCR analyses revealed that *Sox9*, which is crucially involved in male-specific characteristics^44,45^, did not have noticeably altered expression in either male or female gonadal cells (Supplementary Fig. 5A). Similarly, *Foxl2*, which plays indispensable roles in oocyte development and meiotic progression during the embryonic stage^46–48^, did not have appreciably altered expression (Supplementary Fig. 5B).

### Global expression analyses of the effects of *Max* gene disruption on embryonic germ cells

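Germ cells were sorted with an anti-SSEA-1 antibody from E12.5 gonads freed of mesonephros, after 0.5 mg of tamoxifen at E8.5, and their RNA was hybridized to 4 DNA microarrays. The arrays are named F and M for female and male germ cells without CreERT2 cDNA, and FC and MC for female and male germ cells with it. Each condition has 1 array, so there is no replicate check of any difference, and the number of arrays limits the precision. The Methods give background subtraction and robust multiarray analysis in R, whereas the sample notes name Transcriptome Analysis Console, so the software behind the values is left open. The deposited log2 signals of 65956 transcript clusters were used as they stand. The median signal was 3.91 in F, 3.94 in FC, 4.00 in M and 4.05 in MC. The Methods name a GeneChip Mouse Genome array whose identifiers are probe sets, whereas the identifiers in the deposited table are those of transcript clusters and the sample notes name another labelling kit, so the array type is left open here. Of the clusters, 30604 carried 1 gene symbol, a further 621 carried several that now stand for 1 gene, 1525 carried several and were left unnamed, and 33206 were not in the annotation table. This gave 30672 genes, each represented by its cluster of highest mean signal. Max itself was lower with CreERT2, with a log2 difference of -0.44 in female and -0.31 in male germ cells. These differences lie at percentiles 5.67 and 10.7 of all genes, a ranking that is not matched on signal. Genes with a mean signal of 10 to 12, as Max has, had medians of -0.15 in female and -0.13 in male germ cells. Their standard deviations were 0.44 and 0.31, so the fall of Max does not stand out among genes of like signal. The probes of the 1 Max cluster were not examined by exon, so the Max values are not given as a measure of the deletion.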

To examine alterations in the gene expression profile caused by embryonic germ cell-specific *Max* gene disruption in an unbiased manner, we conducted DNA microarray analyses to compare global expression profiles between germ cells subjected to CRE recombinase-mediated *Max* gene disruption and their control counterparts lacking CreERT2 cDNA at E12.5 (Fig. 3A). 

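In both sexes, germ cells with CreERT2 had higher signals for a group of 25 genes that includes several genes of meiosis and the germline. Sycp3, a component of the synaptonemal complex, had a log2 difference of 3.28 in female and 1.47 in male germ cells. Mael, a piRNA pathway gene, had differences of 2.10 and 2.08, and Slc25a31, a germline ADP/ATP carrier, had 1.97 and 2.16. The cyclin gene Ccnb3 had 2.69 and 1.92, and Taf7l, a germline relative of a TFIID subunit gene, had 3.04 and 1.18. Among the other genes at least 2-fold higher in both sexes were Tktl1, at 3.47 and 1.68, and the histone gene H2bc1, at 2.43 and 1.86. At the 2-fold threshold, 168 genes were higher in FC than F and 69 were higher in MC than M, and the 25 genes were in both lists. Independent lists of these sizes among 30672 genes would share 0.378 genes. Random lists matched on mean signal shared 0.658 genes on average and at most 5 in 10000 draws. Genes at least 2-fold lower numbered 156 in FC and 146 in MC, of which 13 were shared. These include Tasor2, at -1.34 and -1.36, and the small nucleolar RNA Snora73b, at -1.44 in each sex. Every transcript cluster, counted whether named or not, gave 305 higher in FC, 202 higher in MC and 41 higher in both sexes.

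**Figure D1:**
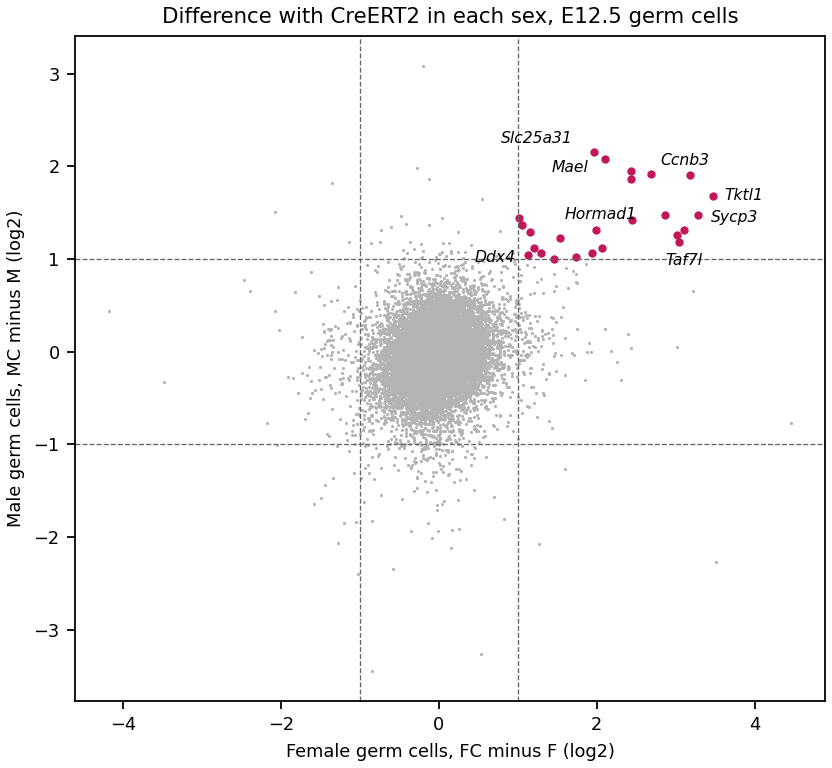
Log2 difference of each of 30672 genes between the arrays with and without CreERT2, in female (horizontal) and male (vertical) germ cells at E12.5. Each point is 1 gene, dashed lines mark 2-fold differences, and the 25 genes at least 2-fold higher in both sexes are in pink.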

The genes upregulated by *Max* gene disruption in female germ cells showed a statistically significant overlap with those in male germ cells, suggesting a shared role for MAX between male and female germ cells (Fig. 3B). Notably, a significant number of meiosis-related genes are included in all three gene sets; that is, genes commonly activated in male and female germ cells and those activated only in either male or female germ cells. 

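Genes of meiotic prophase were higher with CreERT2 in larger number in female than in male germ cells. So were genes in general, with 168 at least 2-fold higher in FC and 69 in MC, so the larger number is not particular to them. Of 52 measured genes on a list of meiotic prophase genes fixed before the data were examined, 13 were at least 2-fold higher in FC and 7 in MC, and none was lower by as much in either sex. The 5 that were higher in both sexes include Hormad1, an axis protein gene, with log2 differences of 1.99 and 1.31, and Sycp1, a synaptonemal complex gene, with 2.44 and 1.42. A further 8 were higher in female germ cells only at this threshold. Among them were Stra8, a retinoic acid target required for meiotic entry, at 3.22 in female germ cells, Meiob at 2.10, Tex12 at 1.92 and the cohesin gene Rec8 at 1.75. The 2 higher in male germ cells only were Tex11, at 1.03, and Tex19.1, at 1.15. The median of the list was 0.58 in female and 0.095 in male germ cells, above 100% and 99.97% of matched random lists. The difference between the sexes was not tested. The F array, on which the female values rest, also held signals of 4 Y-linked genes such as Eif2s3y, at 6.60 in F and 4.78 in FC, and 5 of 18 endothelial genes were at least 2-fold lower in FC, with a median of -0.56. Fig. 3B names 17 of the 52 genes, so the list is not independent of the paper's choice. The other 35 had a median of 0.39 in female germ cells, above 100% of random lists, and of 0.02 in male germ cells, above 85.8%. Of 23 piRNA pathway genes, 4 were at least 2-fold higher in both sexes, among them Tdrd9 at 2.43 and 1.95 and Mov10l1 at 1.53 and 1.23. Fig. 3B names 7 of the 23, including all 4, so this count is not independent of the paper's choice either. The list medians were 0.08 and 0.17, and 10 of the 23 were below 0 in female germ cells. With quantile normalization the medians were 0.1625 and 0.305, and with median centring 0.05 and 0.12.

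**Figure D2:**
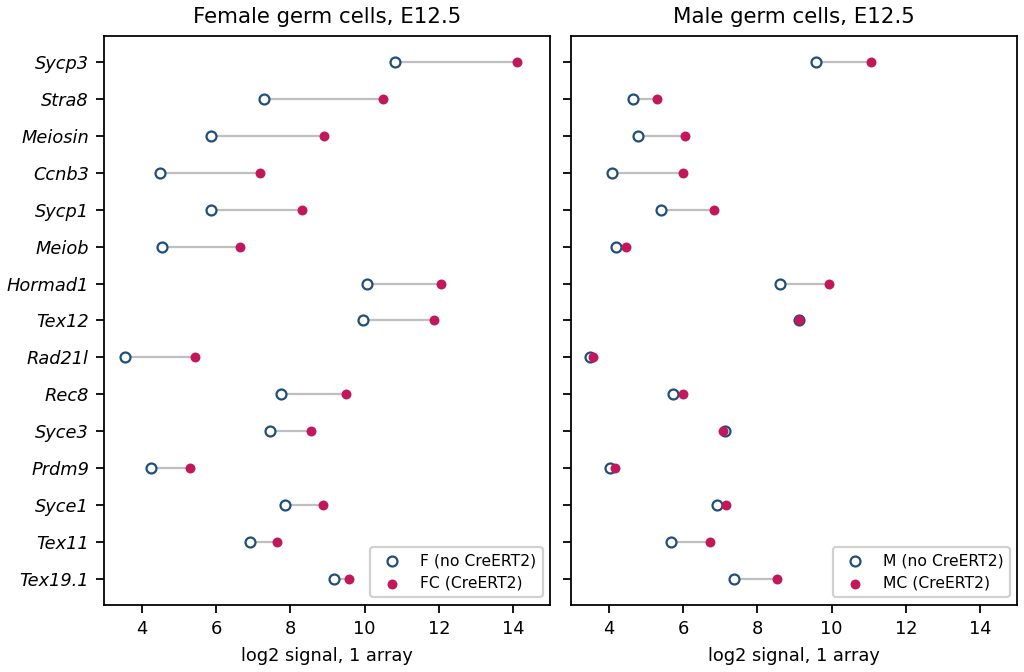
Log2 signal of the genes of the meiotic prophase list that were at least 2-fold higher with CreERT2 in either sex, in female (left) and male (right) germ cells at E12.5. Open circles are the arrays without CreERT2 and filled circles those with it, 1 array each, and Sycp3 runs from 10.81 to 14.09 in female germ cells.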

Consistent with this, gene ontology (GO) analyses identified terms related to meiosis with all three gene sets, in which genes commonly activated in both sexes yielded those terms with higher statistical significance than in the two other gene sets (Fig. 3C). 

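Of the other groups, some genes of germ cell licensing and some germline targets of E2F6 and PRC1.6 were at least 2-fold higher with CreERT2, while no measured erythroid or apoptosis gene was. In female germ cells, 11 of 13 genes of male germ cell differentiation were below 0, with a median of -0.18 at percentile 0.74 of matched random lists. Some of the 11 were dim and close to 0, such as Dnmt3l at 3.18 in F and 3.14 in FC and Piwil4 at 4.21 and 4.18. Lefty2 and Tdgf1 were at -1.35 and -0.86. The values of this list rest on the F array, which also held Y-linked signals, and Lefty1 was at 5.49 in F, 4.69 in FC and 5.71 in M. Of 21 genes of germ cell licensing and identity, 7 were at least 2-fold higher in FC and 6 in MC, with medians of 0.44 and 0.31. Figla and Sohlh1, which encode oocyte transcription factors, had log2 differences of 1.38 and 1.02 in female germ cells, while Lhx8, Nobox and Sohlh2, of the same kind, were at -0.18, -0.15 and -0.41. Of 19 germline targets of E2F6 and PRC1.6, a repressor complex that contains MAX, 10 were at least 2-fold higher in FC and 11 in MC, with medians of 1.13 and 1.04. The lists share members, so their counts are not separate findings. Of the targets higher in both sexes, Meiosin, Sycp1, Sycp3 and Hormad1 are also on the meiotic prophase list. Slc25a31, Taf7l, Mael and Ddx4 are also licensing genes, and Mov10l1 is also a piRNA pathway gene. Fig. 3B names 13 of these 19 targets and 8 of the 21 licensing genes, so the counts are not independent of the paper's choice. All 6 licensing genes at least 2-fold higher in MC are among the 8. Fig. 3D also names the licensing genes Stk31, Rpl10l and Adad1. Of the 21 licensing genes, 7 were below 0 in FC and 3 in MC, among them Nanos3 at -0.86 and -0.60. The 6 E2F6 and PRC1.6 targets that Fig. 3B does not name had medians of 0.50 in female and -0.04 in male germ cells, and none was at least 2-fold higher. Stk31, at 0.44 and 0.48, is 1 of these 6. Pluripotency genes had medians slightly above 0, at 0.07 in female and 0.115 in male germ cells, at percentiles 97.8 and 99.8 of matched random lists. The medians were 0.04 and 0.065 with median centring, and 0.145 and 0.1875 with quantile normalization. Of the 22 genes only Nanog was at least 2-fold higher, at 1.08 in male germ cells. Of 22 erythroid genes, none was at least 2-fold higher in either sex, and the globin gene Hbb-y was lower in male germ cells, at -1.22. The list has 29 genes, and 7 of them, among them the adult globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, have no cluster named for 1 gene and were not measured. The erythroid medians were -0.035 and 0.035, the second of which turns below 0 under 3 other scalings. Of 22 genes of the p53 response and apoptosis, none was 2-fold higher or lower. The medians were -0.075 and -0.03, and the male median turned above 0 under quantile normalization and cyclic loess. The largest difference among them was that of Cdkn1a, at 0.88 in female and -0.04 in male germ cells, while 12 were below 0 in female germ cells. The keratins Krt5 and Krt14 were the 2 of 17 skin genes at least 2-fold higher in male germ cells, at 1.86 and 1.17, with list medians of 0.06 and 0.12.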

We also noted significant overlap between the genes upregulated by *Max* gene disruption and genes denoted as germline reprogramming-responsive (GRR) genes, whose transcriptional activation is closely linked to extensive epigenetic reprogramming in germ cells at E10.5–E11.5 via DNA demethylation of their high CpG promoters (Fig. 3D)^49^. This also supports the notion that control of the *Max* expression level is crucial for the initiation of meiosis because GRR genes play important roles in gamete generation and the initiation of meiosis^50^.

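Most of the GRR genes named in Fig. 3D had higher signals with CreERT2 in each sex. Of the 25 named genes, 23 were measured, and 21 of these were above 0 in female and 21 in male germ cells. At least 2-fold higher were 12 in FC, 10 in MC and 9 in both sexes. The 10 genes placed in both sexes in Fig. 3D had median log2 differences of 1.98 and 1.27. Among them 1700018B24Rik was at 1.94 and 1.06, Rhox13, an X-linked homeobox gene, at 0.88 and 1.02, and Rpl10l, a ribosomal protein retrogene, at 0.55 and 0.39. Of the genes placed in female germ cells, Adad1 was at 1.26 and D1Pas1, a DEAD-box helicase gene, at 1.04. Of those placed in male germ cells, Ddx4, the germ cell RNA helicase, was at 1.13 in female and 1.04 in male germ cells, and Stk31 at 0.44 and 0.48, while Pnldc1 was at -0.64 and 0.41. Of the 6 measured genes placed there, 2 were below 0 in female germ cells (1 with cyclic loess) and none in male germ cells. Because these genes were chosen on the same arrays, their direction is not independent evidence, and the full set of GRR genes was not analysed here. From the overlap, and from the part of GRR genes in gamete generation and the start of meiosis, the paper reasons that the level of Max expression matters for meiotic initiation.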

**Figure 3:**
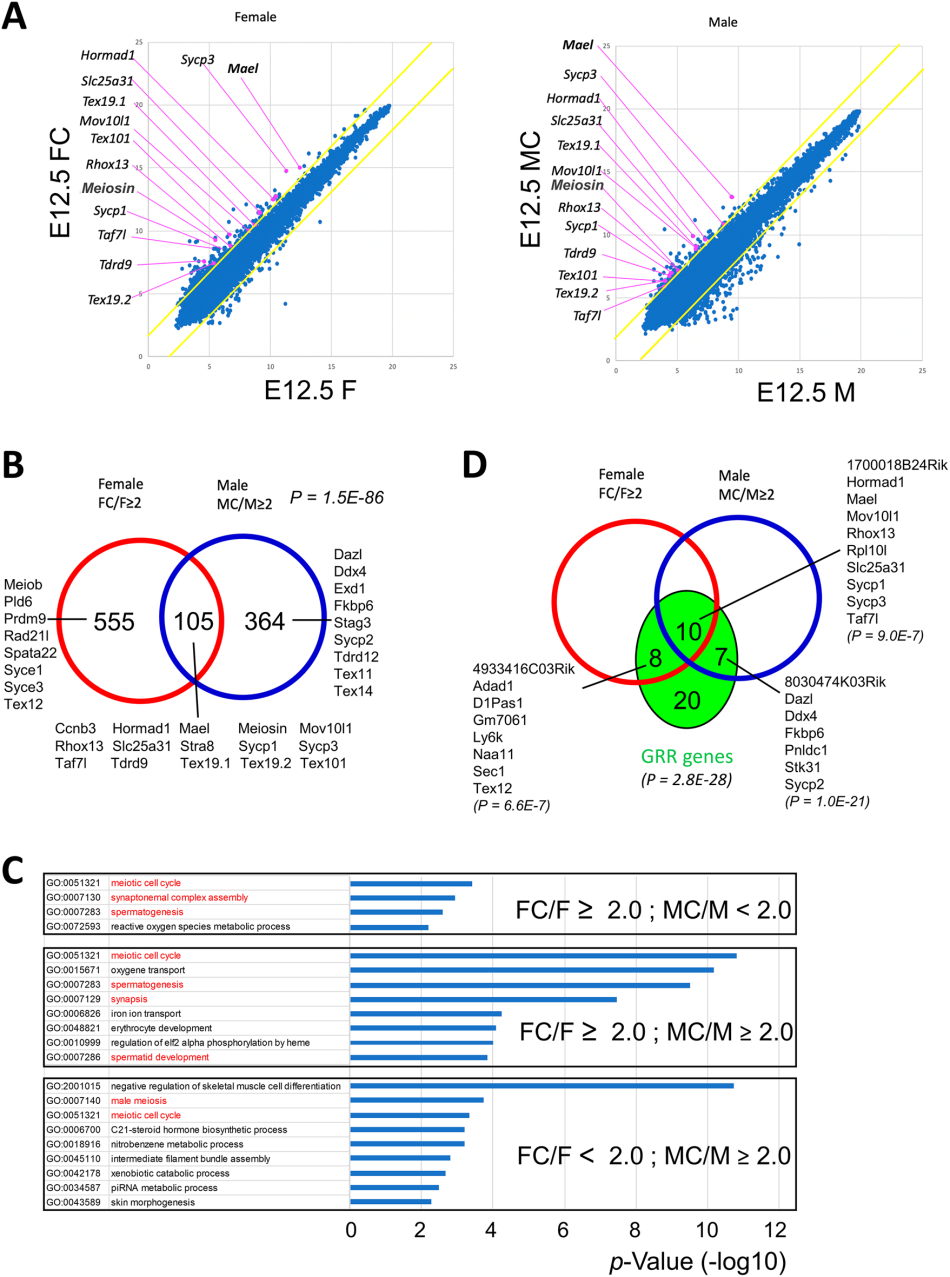
Alterations in the global expression profile of germ cells due to *Max* gene disruption. (**A**) Scatter plot of DNA microarray data from germ cells subjected to Cre-mediated *Max* gene knockout and their control counterparts without CreERT2 cDNA. The left and right panels show data from female and male germ cells at E12.5, respectively. Numerical values along the X- and Y-axes are the log_2_-transformed signal intensities of the microarray data. The upper and lower yellow diagonal lines in each panel indicate the boundaries of twofold up- and downregulation, respectively, due to *Max* gene disruption. Representative meiosis-related genes upregulated by *Max* disruption are individually marked by pink dots with gene symbols. (**B**) Venn diagram comparing genes activated more than twofold after Cre-mediated *Max* disruption in female and male germ cells at E12.5. The *P*-values for the significance of the overlap between two gene sets were calculated by hypergeometric tests. Meiosis-related genes included in each group are listed. (**C**) GO analyses of activated genes upregulated more than twofold after Cre-mediated *Max* disruption. Upregulated genes common to both male and female germ cells (middle panel) and those specific to either male (bottom panel) or female (upper panel) germ cells were subjected to GO analyses. Terms related to gametogenesis are indicated by red letters. (**D**) Venn diagram showing a significant overlap between genes activated by *Max* disruption in germ cells and genes designated as germline reprogramming-responsive genes^50^. *P-*values were calculated by hypergeometric tests, as in B.

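The largest differences in female germ cells included genes of meiosis and genes outside it. Phlda2, an imprinted growth gene, was highest among genes of at least median signal, with a log2 difference of 4.46, and the microRNA gene Mir5123 followed at 3.51. Tex101, a germ cell surface protein gene, was at 3.10 and Bhmg1, listed as Meiosin in Fig. 3, at 3.02. Xist, the X-inactivation RNA, was at 3.01. Cbl, a ubiquitin ligase gene, was lower at -3.48, and at -2.01 by the mean of its clusters, as was Uba1y, a Y-linked gene, at -4.17. The values of Xist and Uba1y rest on an F array that held signals of 4 Y-linked genes. In male germ cells, Gabrp, a GABA receptor subunit gene, was at 3.08 and Defb19 at 1.98. The platelet genes Pf4 and Ppbp were lower in MC than M, at -3.44 and -3.26. Both sexes were also fitted together with limma, with sex as a block and 1 residual degree of freedom. No gene passed an adjusted p of 0.05, and 2242 of 30672 genes had an unadjusted p under 0.05, which is 7.31% against 5% by chance. In simulated data this fit found 0 of 50 genes given a common log2 change of 2, so the lack of calls is no evidence against a common effect. Mael had the smallest p, with a common difference of 2.09 (standard error 0.0822, adjusted p = 0.662).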

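The meiosis-related genes that Fig. 3B lists for both sexes were all above 0 in each sex. Of these 15 genes, 12 were at least 2-fold higher in female germ cells, 13 in male germ cells and 11 in both, with median log2 differences of 2.43 and 1.31. Tex19.2 was at 0.81 and 0.92, and Tex19.1 was at 0.41 in female germ cells. In male germ cells Stra8 was at 0.66. Of the 8 genes listed for female germ cells, 7 were measured, and 6 were at least 2-fold higher in FC and 0 in MC. They include Rad21l, a meiotic cohesin gene, at 1.90, Syce3 at 1.11, Prdm9, which directs recombination sites, at 1.05 and Syce1 at 1.03, while Pld6 was at 0.57. Of the 9 genes listed for male germ cells, 8 were measured and all 8 were above 0 in MC, with 2 of them at least 2-fold higher. Stag3, a meiotic cohesin gene, was at 0.86 and 0.90, Exd1 at -0.26 and 0.69, and Dazl, an RNA-binding protein gene of very high signal, at -0.04 and 0.31. These genes were picked by the paper from these arrays, so the tallies describe them and are not a test.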

Although MAX was originally cloned as an obligate heterodimerization partner of MYC proteins, which are predominantly associated with the transcriptional activation of genes involved in cell proliferation and metabolic processes^20,21^, most genes defined as cell-type-independent targets of the MYC/MAX transcription complex^51^ did not show significantly altered expression (Supplementary Fig. 6). These results indicate that the major role of MAX at these developmental stages is not the promotion of cell proliferation and cellular metabolism by interacting with MYC.

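A list of growth genes that MYC regulates was slightly lower with CreERT2 in both sexes. Of 41 measured genes on a list of MYC-regulated growth genes fixed before the data were examined, 36 were below 0 in female and 38 in male germ cells. Their median log2 difference was -0.46 in female and -0.37 in male germ cells, in each sex below all 10000 matched random lists. Few differences reached 2-fold, with 5 genes lower in FC, none lower in MC and none higher in either sex, and with quantile normalization or cyclic loess 1 gene was lower in FC. As deposited, the 5 were Shmt1, an enzyme of one-carbon metabolism, at -1.21, the ribosome biogenesis genes Rrp9, Bop1 and Nolc1 at -1.09, -1.01 and -1.01, and Srm, the spermidine synthase gene, at -1.02. In male germ cells Nop16 was at -0.89 and Cad, the first enzyme of pyrimidine synthesis, at -0.78. Ldha was higher, at 0.67 and 0.54. Supplementary Fig. 6 names 9 of the 41 genes, and without these the medians were -0.44 and -0.325. The male median was -0.22 with quantile normalization and -0.23 with cyclic loess, 2 other scalings of the arrays. Other genes differed between the same arrays. The F array held signals of 4 Y-linked genes, and endothelial genes had a median of -0.56 in female germ cells. In MC, 42 small nuclear RNA genes were at least 2-fold lower and 1 was higher.

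**Figure D3:**
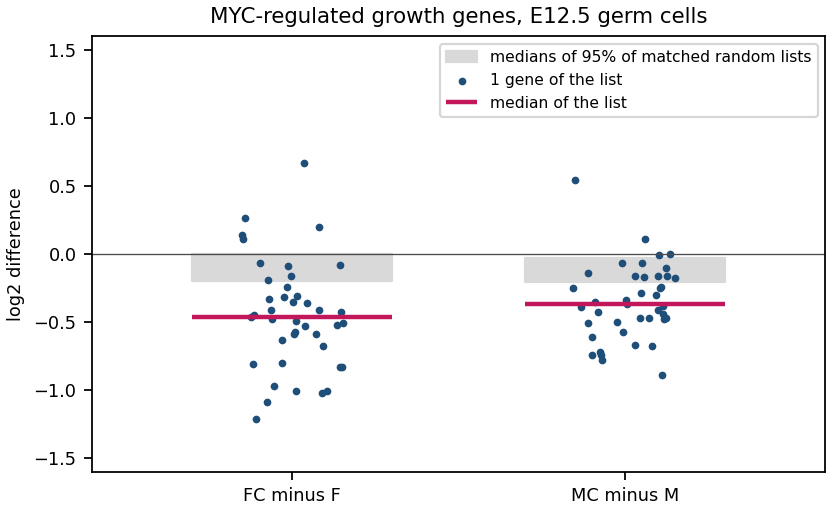
Log2 difference with CreERT2 of each of 41 MYC-regulated growth genes (points) in female and male germ cells at E12.5, with the list's median (pink line). Grey bands hold the medians of 95% of random lists matched on mean signal, and both medians, -0.46 and -0.37, lie below the bands.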

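Genes of the mitotic cell cycle and of the ribosome itself stayed close to the level of other genes. Of 28 mitotic cell cycle genes, none differed 2-fold in either sex. Their median log2 difference was -0.17 in female germ cells, at percentile 14.4 of matched random lists, and -0.10 in male germ cells, at percentile 67.9. With quantile normalization and cyclic loess the female median was -0.08 and -0.02, and the male median turned above 0. Mki67, a marker of cycling cells, was at -0.66 and -0.05, Aurkb at -0.74 and -0.14, and Ccne2 at 0.43 and -0.17. Of 17 genes of cytosolic ribosomal proteins, none differed 2-fold, with medians of -0.08 and -0.11, of which the female one turned above 0 with cyclic loess and the male one with both of these scalings. Of 23 genes of PRC1.6 and the MYC network, none differed 2-fold, with medians of 0.02 and -0.16, the first of which turned below 0 with median centring. Within this group Myc was at 0.36 and -0.05, Mycn at 0.15 and 0.14, Mga at 0.31 and -0.04 and E2f6 at -0.44 and 0.38. The paper reasons from its MYC target genes that the main role of MAX at these stages is not to promote proliferation and metabolism with MYC.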

### Germ cells with meiosis onset induced by *Max* ablation are eventually eliminated by apoptosis

Both male and female germ cells with forced meiosis onset induced by *Max* ablation stalled in the early stages of meiosis, and thus we determined the subsequent fate of these meiotically arrested germ cells. Although the total germ cell numbers in the genital ridges, assessed by the numbers of TRA98-positive cells, were unaffected by tamoxifen administration-mediated *Max* gene disruption at E12.5 in male and female embryos, a significant reduction in the germ cell number became evident in both sexes at E14.5 (Fig. 4A,B). To examine whether this reduction was due to apoptosis of *Max*-ablated germ cells, we performed immunostaining for cleaved PARP-1 as an indicator of the action of caspases^52,53^. In accordance with our hypothesis, there were significantly more cleaved-PARP-1-positive germ cells at E14.5 among the germ cells subjected to CRE recombination-mediated *Max* gene disruption than in controls without CreERT2 cDNA, for both males and females (Fig. 4C, Supplementary Fig. 7). Taken together, our data indicate that male and female germ cells that undergo artificial meiosis due to *Max* ablation are stalled at the early stages of meiosis, and are eventually eliminated by apoptotic cell death. Consistent with this idea, the skew of the distribution towards the earlier stages of meiosis at E14.5, observed in germ cells subjected to *Max* gene disruption (Fig. 2F), was no longer evident at E18.5 (Fig. 4D), indicating that the *Max*-null germ cells were mostly eliminated by apoptotic cell death before this stage, and that the vast majority of germ cells present at E18.5 are those that escaped CRE recombination-mediated *Max* gene disruption.

**Figure 4:**
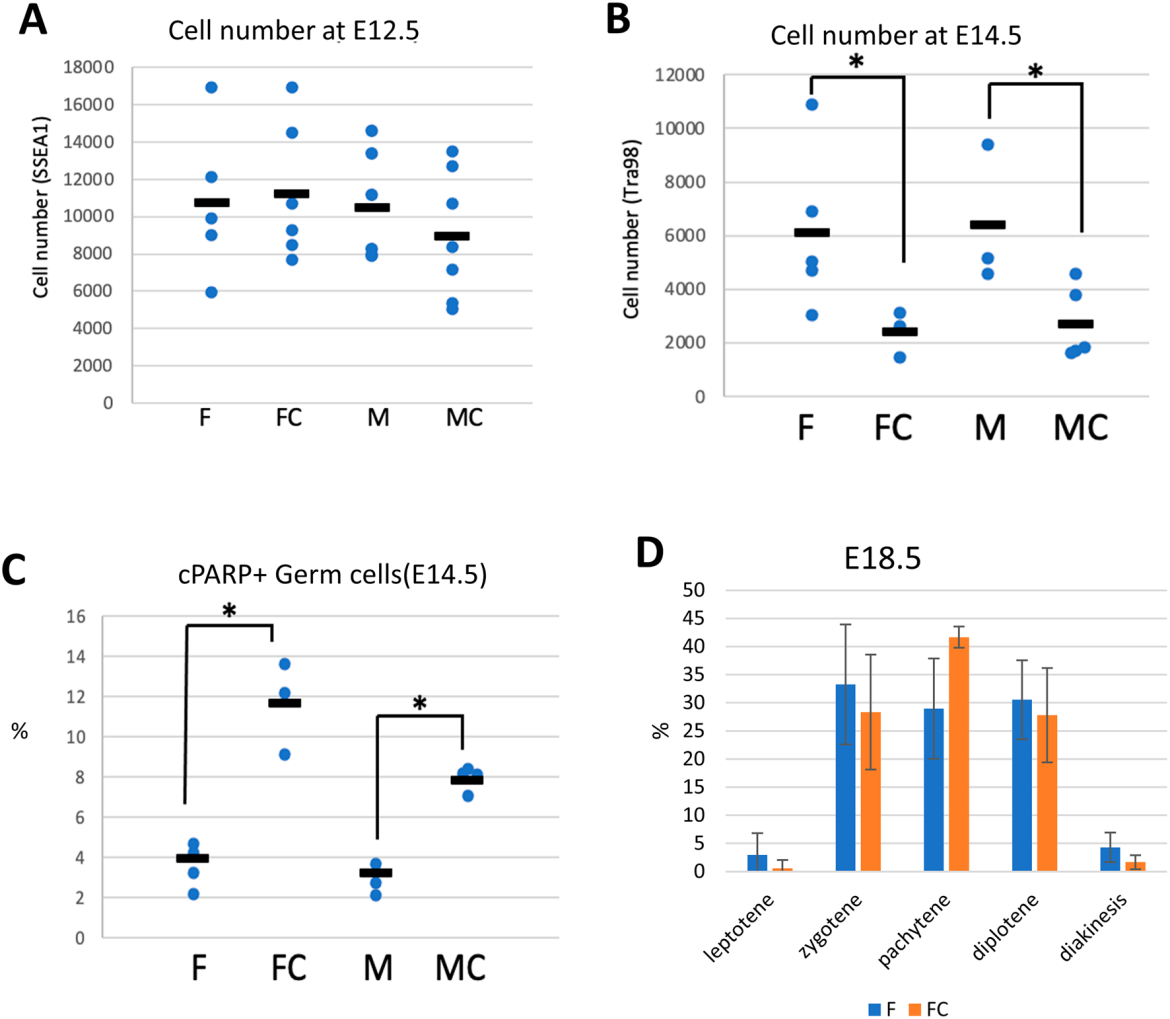
Apoptotic phenotype of primordial germ cells undergoing forced meiosis by *Max* ablation. (**A**, **B**) Total germ cell numbers assessed by TRA98 staining in gonads of M, MC, F, and FC mouse embryos at E12.5 (**A**) and E14.5 (**B**). (**C**) Percentages of cleaved-PARP-positive germ cells in gonads of M, MC, F, and FC mice at E14.5. (**D**) Proportions of germ cells in meiotic prophase l in E18.5 gonads of F and FC embryos. Germ cells were immunostained for SYCP3 after spreading onto a glass slide and their meiotic stages were classified as described in Fig. 2F.

### Identification of the regulatory region that supports high *Max* expression in pluripotent embryonic stem cells and premeiotic germ cells

Several pluripotency marker genes that encode transcription factors, such as *Oct4* and *Nanog*, are also highly expressed in premeiotic germ cells and ESCs, as well as *Max*. Therefore, we hypothesized that *Max* contains a regulatory element that has a common function in germ cells and ESCs of recruiting commonly expressed pluripotency factors. To test this hypothesis, we searched for genomic regions in the vicinity of *Max* that are bound by certain pluripotency factors in mouse ESCs using ChIP-Atlas, a database of ChIP-seq data for meta-analysis (https://chip-atlas.org). As a result, we identified a genomic region that met these criteria (Fig. 5A). This genomic region, which was named MUR (*Max* Upstream Region), was located approximately 3 kb upstream of the transcription start site of *Max*. Analyses using publicly available DNase-sequencing data^54^ confirmed that MUR has an open chromatin configuration in ESCs and germ cells, but not in somatic cells (Supplementary Fig. 8A). We also investigated whether MUR bears characteristic histone modifications that generally characterize enhancers in ESCs and germ cells. Since no publicly available histone modification data of germ cells in vivo were available, we inspected data of germ cells generated from ESCs in vitro^55^. We found that mono-methylated histone H3 lysine 4 (H3K4me1) was more or less present around the region of MUR at all stages during the conversion of ESCs to primordial germ cell-like cells (PGCLCs). Meanwhile, levels of acetylated histone H3 lysine 27 (H3K27ac) dynamically changed during the conversion, in which rather high levels of H3K27ac in ESCs declined substantially in epiblast-like cells (EpiLCs) and such low H3K27ac levels persisted in d2PGCLCs, which are known to be most similar to in vivo germ cells at E7.0. However, the level of this modification was remarkably elevated in d4c7PGCLCs, which are transcriptionally similar to germ cells at E11.5. Since active and poised enhancers are generally known to be H3K4me1/H3K27ac-double-positive and H3K4me1-positive, but H3K27ac-negative, respectively^56^, these findings further support the hypothesis that MUR is involved in the transcriptional activation of the *Max* gene in ESCs and premeiotic germ cells as an active enhancer. To directly evaluate the transcription-stimulating activity of MUR in ESCs, we conducted luciferase assays using a luciferase reporter carrying MUR. The reporter with the MUR sequence induced two- or threefold higher luciferase activity than the reporter without MUR in ESCs, whereas no statistically significant difference in luciferase activity with MUR was evident in mouse embryonic fibroblasts (Fig. 5B). Next, we generated mice lacking MUR in their genome (dMUR) to assess the function of MUR in supporting *Max* expression in premeiotic germ cells. Although this deletion did not affect the germ cell number (Supplementary Fig. 8C), immunohistochemical analyses of MAX revealed that, compared with wild-type male and female germ cells, sexually undifferentiated germ cells lacking MUR showed a significantly lower MAX protein signal, comparable to that of surrounding somatic cells (Fig. 5C). This indicates that MUR contributes to the high *Max* expression in ESCs and premeiotic germ cells, which was supported by the quantification of *Max* mRNA (Fig. 5D). However, unlike complete ablation of *Max* expression, the decline in *Max* expression following MUR deletion was not accompanied by the induction of meiotic gene expression (Fig. 5E). These findings indicate that the decline in *Max* expression level to a level comparable to that of somatic cells is not sufficient to induce the onset of meiosis in germ cells, and thus these levels of *Max* gene expression need to decrease below those of somatic cells for the initiation of meiosis.

**Figure 5:**
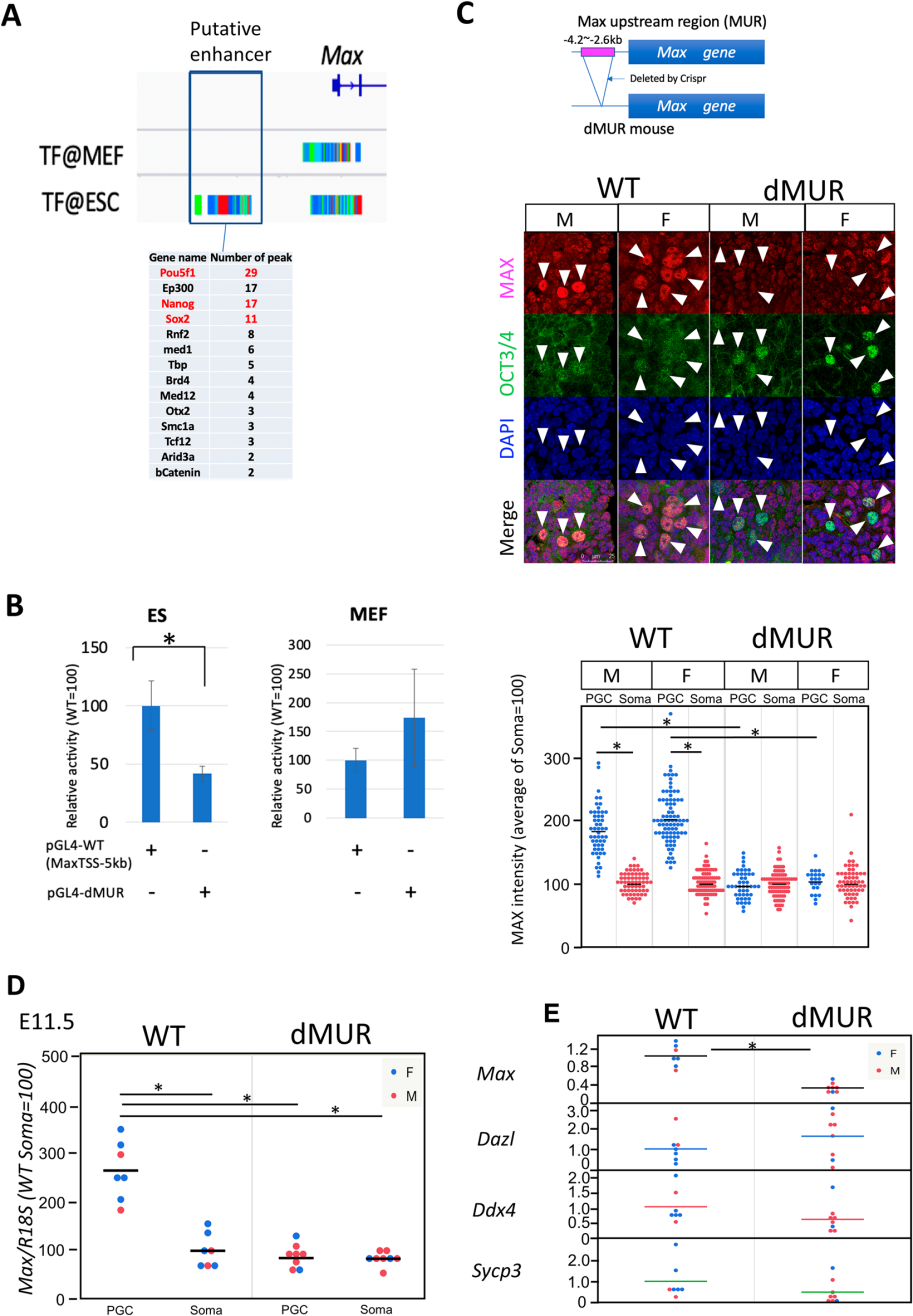
Identification of the positive regulatory region of the *Max* gene common to ESCs and premeiotic germ cells. (**A**) Analysis of ChIP-Atlas metadata identified a genomic region (MUR) that recruits representative pluripotent cell-specific transcription factors upstream of the *Max* gene. (**B**) Examination of the transcription-stimulating activity of MUR. Two luciferase reporters with or without MUR were individually introduced into mouse ESCs and embryonic fibroblasts by transfection, together with an internal control plasmid carrying the *Renilla reniformis* luciferase gene. A dual-Glo luciferase assay was conducted 48 h post-transfection. Data represent the mean ± standard deviation of three independent experiments. Student’s t-tests were conducted. *P*-values for the differences in luciferase activity due to the presence of MUR were 0.011 (marked by an asterisk) and 0.217 for ESCs and mouse embryonic fibroblasts, respectively. (**C**) Immunohistochemical analyses of MAX protein in germ cells of dMUR mutant mice. Upper panel illustrates the genetic manipulation of dMUR mice. Middle panel shows representative images of immunostained MAX and OCT4 in sections of genital ridges from wild-type and dMUR mice. Arrowheads indicate each OCT4-positive germ cell. The lower panel shows a plot of MAX protein signal intensity quantified by ImageJ software, as in Fig. 1C. The mean of the MAX signal intensity in somatic cells was arbitrarily set to 100. (**D**) Effect of MUR deletion on *Max* mRNA levels in germ cells. *Max* mRNA levels in germ and somatic cells of wild-type and dMUR mutant mice were quantified by quantitative PCR using *Rn18s* RNA level as an internal control. Blue and red dots indicate data from female and male samples, respectively. The asterisk indicates *P* < 0.05. (**E**) Effect of MUR deletion on meiosis-related gene expression in germ cells. Expression levels of *Dazl*, *Ddx4*, and *Sycp3* in germ cells of wild-type and dMUR mutant mice at E11.5 were quantified as in D. Expression levels of *Max* and meiosis-related genes in wild-type germ cells were arbitrarily set to 1. No statistically significant differences were evident in the expression levels between wild-type and dMUR mutant mice, except for in *Max* expression (*P* = 2.87 × 10^−6^; marked by an asterisk).

## Discussion

In this study, we demonstrated that conditional *Max* gene knockout enforces meiosis in both sexually undifferentiated female and male PGCs. However, these *Max*-null germ cells failed to progressively undergo subsequent processes. Indeed, *Max* ablation in female germ cells did not coordinate with the physiological meiotic onset at approximately E13.5 to further drive meiotic progression, but instead meiosis stalled, mainly around the leptotene-to-zygotene transition. Most *Max*-null male germ cells were positive for SYCP3 before sexual differentiation, but the high percentage of SYCP3-positive cells among these cells subsequently declined substantially, and SYCP3-positive cells were hardly detectable at E13.5. Our data also showed that male and female germ cells subjected to forced meiotic induction were eventually eliminated by apoptosis.

Although our data demonstrated that *Max* gene disruption was accompanied with de-repression of many meiosis-related genes such as *Meiosin* and *Sycp3* in sexually undifferentiated germ cells, that effect on the *Stra8* gene was completely different from that on other meiosis-related genes, indicating that, like in ESCs^35^, *Stra8* is not a direct target of PRC1.6. Our previous study also demonstrated that *Meiosin* expression in ESCs in a background of impaired PRC1.6 function sensitizes the *Stra8* gene to activation by RA^35^. Given that germ cells bear the same regulatory mechanisms as ESCs, it may be that removal of the PRC1.6-mediated repression of the *Meiosin* gene renders germ cells highly sensitive to *Stra8* activation by RA, which leads to the induction of meiotic onset. Therefore, we consider that the significant *Stra8* gene activation observed in *Max*-null female germ cells at E12.5 represents a secondary consequence of *Meiosin* gene activation, making germ cells susceptible to RA secreted from the mesonephros. Although the *Meiosin* gene was also activated in *Max*-null male germ cells, this was not accompanied by the activation of *Stra8*, probably because of the extensive degradation of RA by CYP26B1 produced in the Sertoli and testicular interstitial cells^18^.

This study also importantly demonstrates the dynamic changes of *Max* expression in germ cells, especially because *Max* expression levels are generally comparable across numerous cell types and are not strongly influenced by environmental changes^38,57^. Indeed, our data reveal that male and female germ cells maintain approximately twofold higher expression levels of *Max* than the surrounding somatic cells in a mitotically active state, but *Max* expression declines prominently at or immediately prior to meiotic onset in female germ cells. Because this decline is assumed to be linked to attenuation of the transcription-repressing activity of PRC1.6, it may be an important prerequisite for germ cells to undergo meiosis. It is not presently known how female germ cells reduce *Max* expression to a level lower than that in somatic cells. However, it seems likely that MUR—herein identified as a regulatory region that sustains high *Max* expression in both ESCs and mitotically active germ cells—substantially contributes to the subsequent downregulation of *Max* expression in female germ cells because the expression of genes encoding OCT4 and other pluripotency factors, which probably confer transcription-enhancing activity on MUR, shows a profound decline in female germ cells during this period. Our data also reveal that *Max* regains high expression around the zygotene stage in female germ cells, which may lead to the functional recovery of MAX-dependent activities, namely, MYC and PRC1.6 activities. In conjunction with the finding that *Max*-null male and female germ cells did not progressively undergo meiotic processes but were stalled, it seems likely that the recovery of MYC and/or PRC1.6 from their inactivated state via upregulation of *Max* expression is also required for germ cells to complete meiosis. Therefore, as the next step towards obtaining a complete understanding of the events occurring during the early stage of meiosis in germ cells at the molecular level, we will conduct future studies to elucidate how *Max* regains high expression after its low-expression state during meiotic processes, and how upregulation of *Max* contributes to the progression of meiosis.

## Methods

### Ethical statement

Animal experiments were carried out in strict accordance with international and institutional guidelines. The protocol was approved by the Institutional Review Board on the Ethics of Animal Experiments of Saitama Medical University (Permission numbers: 3136, 3137, and 3138). The study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Mice

Oct4dPE-CreERT2 transgenic mice were purchased from RIKEN BRC (BRC No. RBRC06509)^58,59^. Mice with a homozygous *Max*-floxed allele (*Max*^fl/fl^ mice)^43^ were bred with Oct4dPE-CreERT2 transgenic mice, and the resulting compound mice were bred with *Max*^fl/fl^ mice to obtain *Max*^fl/fl^;Oct4dPE-CreERT2^+^ mice. For tamoxifen administration, tamoxifen (Sigma-Aldrich, MO) was first dissolved in corn oil at a concentration of 10 mg/ml, and 0.5 mg (50 µl of the prepared solution) was injected intraperitoneally into pregnant mice at E8.5 days.

To generate mice lacking MUR, we used the guide RNAs 5′-CCCACTGAAACATCGCCCCATGG-3′ and 5′-TCTTCACAGGCTAAGATCTCAGG-3′. Unfertilized oocytes were collected from female C57BL/6 J mice (> 10 weeks old) superovulated with gonadotropin and chorionic gonadotropin and subjected to in vitro fertilization with sperm from C57BL/6 J mice. Five hours post-treatment, the resultant zygotes were subjected to guide RNA (5 ng/µl) introduction and GeneArt Platinum Cas9 Nuclease (100 ng/µl) (Thermo Fisher Scientific, MA) by electroporation using a NEPA 21 electroplater (NEPA GENE, Chiba, Japan), as described by Sato et al.^60^. Two-cell-stage embryos developed by subsequent in vitro culture were transferred into oviducts of pseudopregnant ICR female mice for development and delivery. One of the originally obtained heterozygous dMUR mutant mice was used as a founder to maintain the colony by crossing with wild-type C57BL/6 J mice. Heterozygous mutant mice were backcrossed three times before being used to generate homozygous mutant mice by heterozygous intercrosses. PCR using the following nucleotides was used to distinguish between wild-type and deletion mice:

Wild-type allele with the MUR sequence: forward, 5′-TTTTGGCTGGACTGGCTAAC-3′; reverse, 5ʹ-TTTTGGCTGGACTGGCTAAC-3ʹ.

Mutant allele without the MUR sequence: forward, 5ʹ-TTTTGGCTGGACTGGCTAAC-3ʹ; reverse, 5ʹ-TTTTGGCTGGACTGGCTAAC-3ʹ.

### Plasmid construction and luciferase assays

The 5ʹ flanking region of *Max* was amplified by PCR from genomic DNA of wild-type and mutant mice lacking MUR, using the following oligonucleotides: 5ʹ-GGTACCCCAGGAAGGATAGGCTGTGACG-3ʹ and 5ʹ-GTCGACGTAGTCCTCGAGCGTCGGAT-3ʹ. These PCR products were individually subcloned into the pGL4.10 vector carrying luciferase cDNA (Promega, WI). Plasmid transfection and subsequent luciferase assays were conducted as described previously^61^.

### Isolation of germ cells by MACS

To isolate germ cells by magnetic-activated cell sorting (MACS), gonads at E10.5–14.5 were dissected from embryos and dissociated to single cells using 0.05% trypsin–EDTA in PBS after removal of the mesonephros. After treatment with MACS buffer (2 mM EDTA and 0.5% BSA in PBS), germ cells were recovered using an anti-SSEA-1 antibody conjugated to MicroBeads (Miltenyi Biotec, 130-094-530), in accordance with the manufacturer’s instructions.

### Immunostaining

For immunohistochemical analyses, genital ridges isolated from embryos (E10.5–14.5) were fixed in 4% paraformaldehyde, embedded in OCT compound, and then frozen. Sections prepared from the frozen tissues were mounted on glass slides and subjected to immunostaining as described previously^25^. The primary antibodies used were as follows: anti-GENA (TRA98; BioAcademia, 73–003), anti-MAX (Santa Cruz Biotechnology, sc-197), anti-OCT4 (Santa Cruz Biotechnology, sc5279), and anti-cPARP (BD Pharmingen, 558,710). The anti-GENA antibody was used at 1:400 dilution and the other antibodies were used at 1:100 dilution. Immunostained tissues/cells were observed under a confocal laser scanning microscope (TCS SP8; Leica Microsystems, Wetzlar, Germany). The average staining intensities of MAX and SYCP3 in somatic cells were arbitrarily set to 100.

### Immunofluorescence staining for stage classification of germ cells in meiotic prophase

Preparation of germ cell nuclear spreads was conducted in accordance with the method described by Hwang et al.^62^ with some modifications. Briefly, after washing with PBS, gonads recovered from embryos were immersed in a low-tension buffer (17 mM trisodium citrate dihydrate citrate, 50 mM sucrose, 30 mM Tris–HCl pH 8.2, 1 mM EDTA, 0.5 mM DTT, and 0.1 mM PMSF) for 7 min. Each pair of gonads was suspended in a drop of 100 mM sucrose on a glass slide and gently dispersed by pipetting. The solution containing gonadal cells was then dropped onto slides soaked in a fixative solution (1% PFA and 0.15% Triton X-100) and pipetted to spread the cells. After repeated cell spreading, the glass slide was incubated overnight at room temperature in a humidified box and then dried at room temperature. The cells were then used in immunocytochemical analyses using antibodies against SYCP3 and MAX.

### Quantitative reverse-transcription PCR analysis

An RNeasy Micro Kit (QIAGEN) was used for total RNA preparation from germ cells isolated using MACS. The recovered RNAs were reverse-transcribed to cDNA using an FSQ-301 kit (Toyobo). TaqMan-based quantitative PCR was performed using the StepOnePlus Real-Time PCR System (Applied Biosystems, CA). All samples were normalized to the expression level of *Actb* (β-actin) or* Rn18s* (18S ribosomal RNA). The TaqMan probes used were as follows: *Max*, Mm00484802_g1; *Sycp3*, Mm00488519_m1; *Meiosin*, Mm01305445_m1; *Stra8,* Mm00486473_m1; *Dazl*, Mm03053726_s1; *Ddx4*, Mm00802445_m1; *Foxl2*, Mm00843544_s1; *Sox9*, Mm02619580_g1; *Actb*, Mm02619580_g1; and *Rn18s*, Mm03928990_g1.

### DNA microarray and GO analyses

Biotin-labeled cDNA was synthesized and then hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays (Affymetrix, CA), in accordance with the manufacturer’s instructions. Microarray expression data were background subtracted and normalized by the robust multiarray analysis method using R statistical software. Gene ontology (GO) analyses were conducted using DAVID web tools (http://david.abcc.ncifcrf.gov). The selected GO terms were subjected to further analyses using the AmiGO1 (http://amigo1.geneontology.org/cgi-bin/amigo/go.cgi) and REVIGO (http://revigo.irb.hr) websites to eliminate synonymous terms. The significance of the overlap between gene sets was assessed using the hypergeometric test.

### Supplementary Information

Supplementary Figures.

## Data Availability

Data from the DNA microarray analyses have been deposited in the NCBI Gene Expression Omnibus database under accession number GSE233556. Other data that support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: MAX controls meiotic entry in sexually undifferentiated germ cells
**Source:** Sci Rep. 2024 Mar 4;14:5236. doi: 10.1038/s41598-024-55506-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

A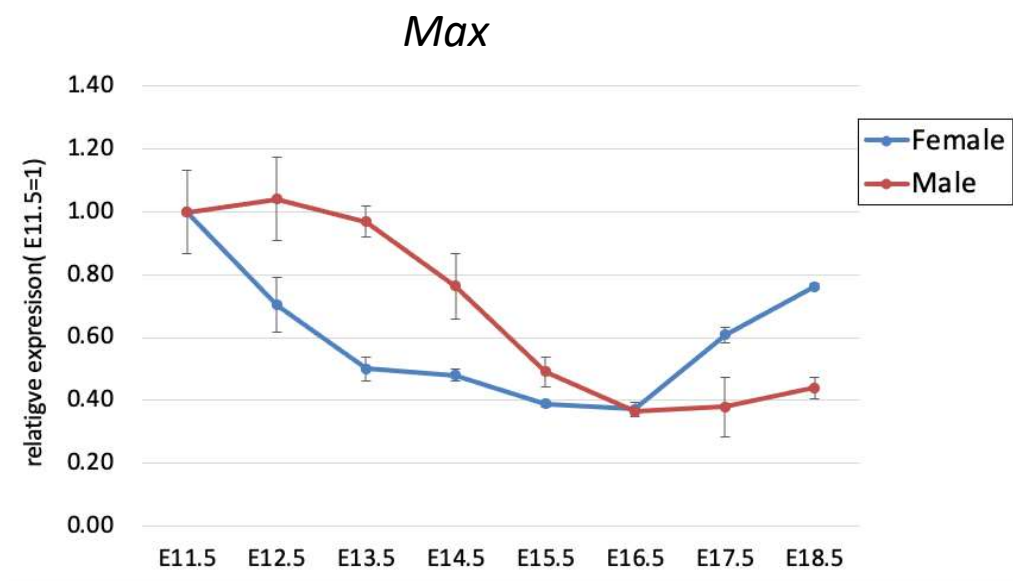**B**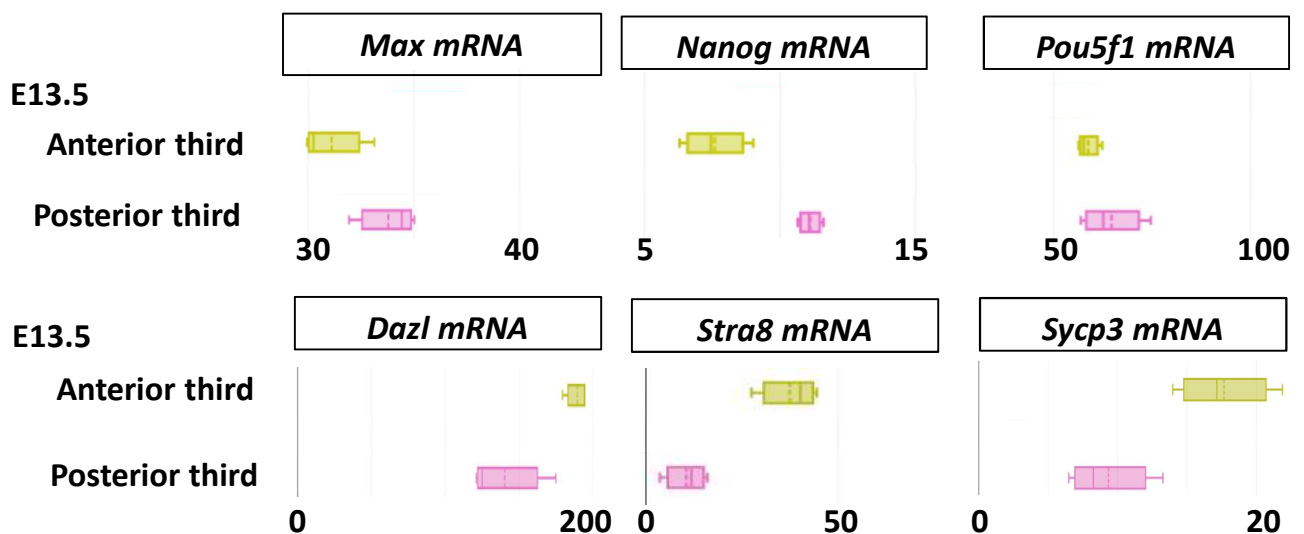

Supplementary Fig. 1. Spatiotemporal alteration of expression profiles of *Max* and pluripotency and meiosis-related genes in germ cells, related to Figure 1. (A) Expression dynamics of *Max* in male and female germ cells during the mid- and late-embryonic stages. Data were extracted from microarray data (GSE23322) published by Sabour et al.⁴⁰. The *Max* expression levels in male and female germ cells at E11.5 were set to 1. (B) Expression levels of the *Max*, *Nanog*, *Oct4*, *Dazl*, *Stra8*, and *Sycp3* genes in the anterior and posterior portions of female gonads at E13.5. Box plots were generated using data reported by Soh et al.⁴² via the ReproGenomics Viewer (<https://rgv.genouest.org/>).

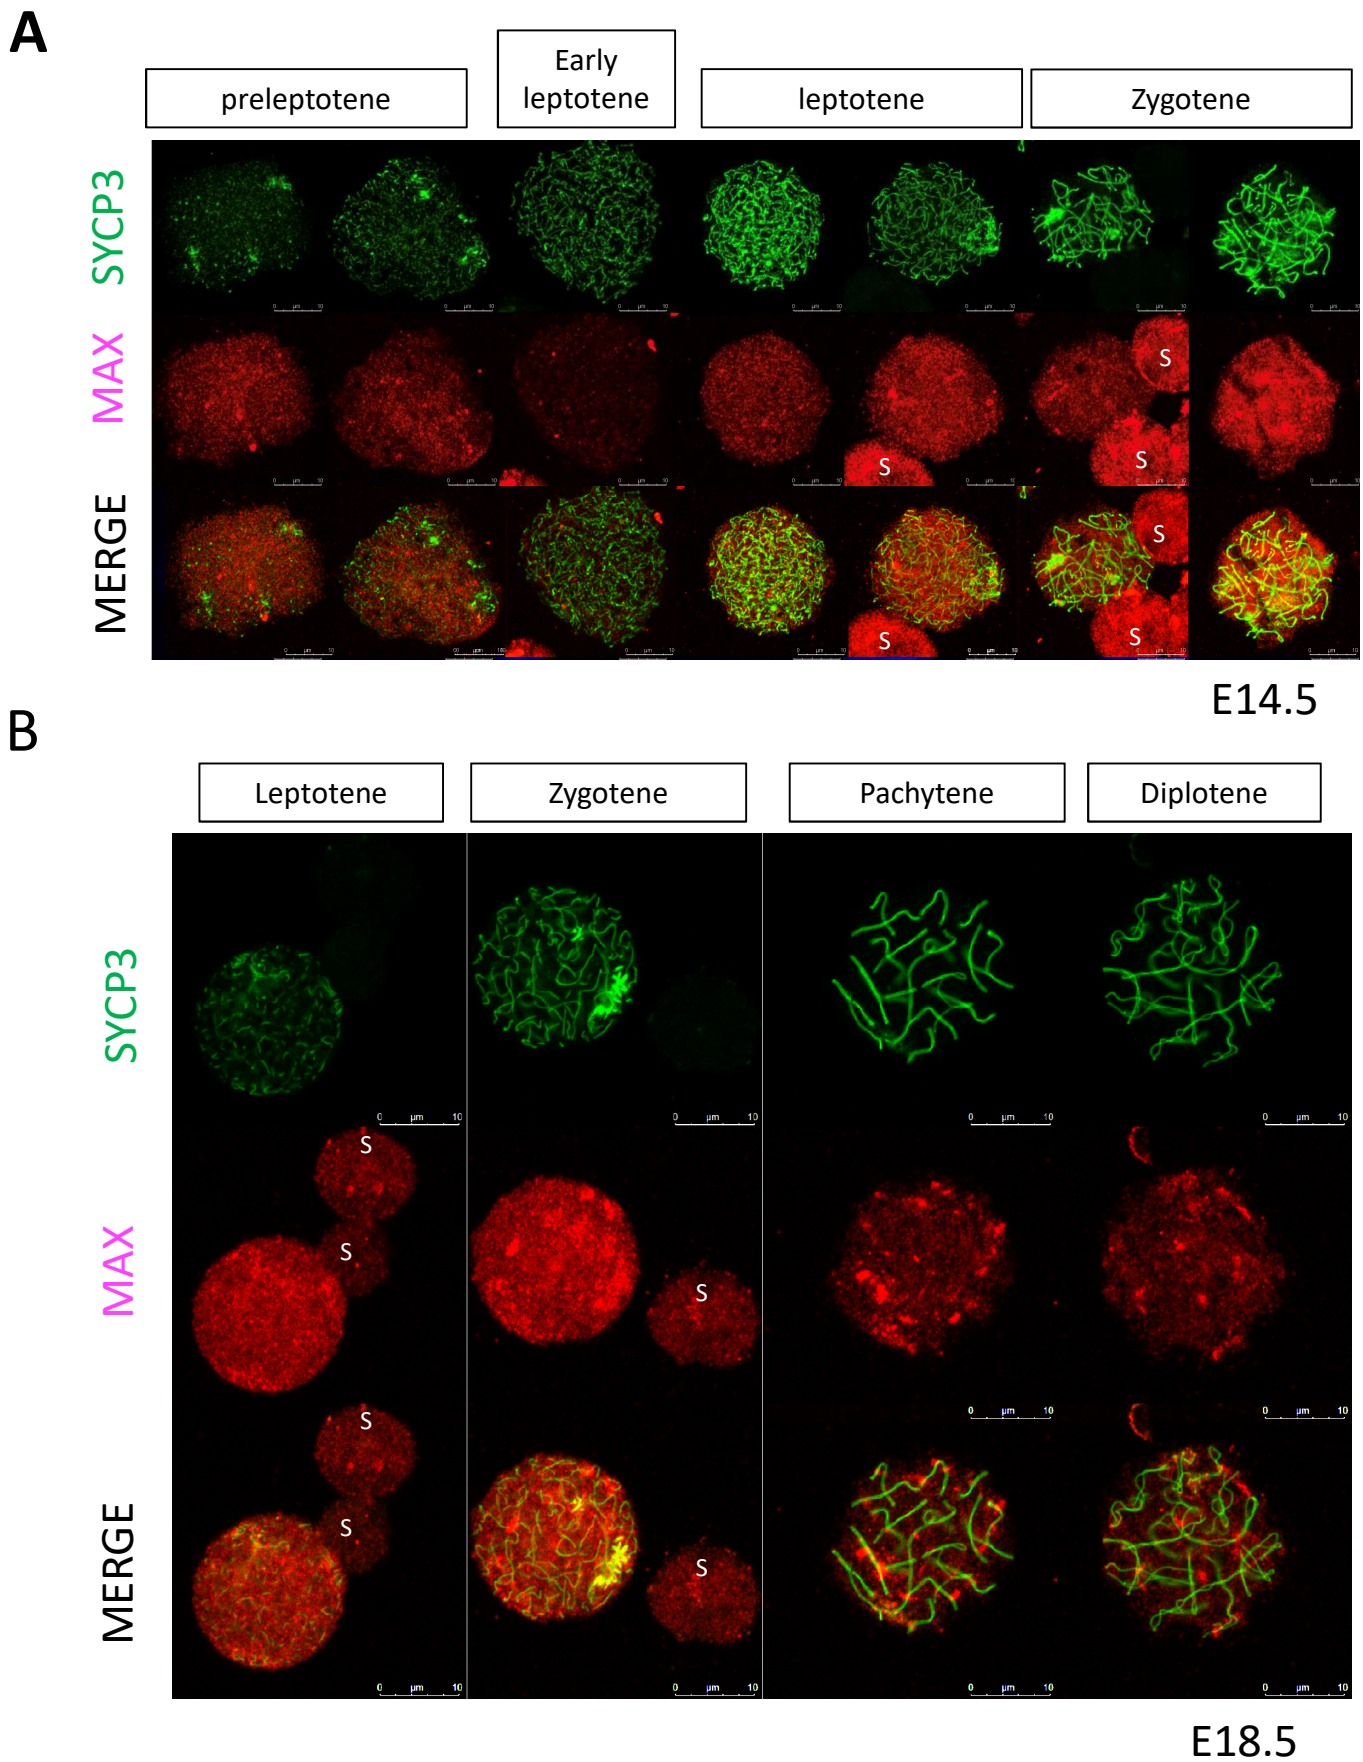

Supplementary Fig. 2. Immunocytochemical analyses of MAX and SYCP3 with female germ cells during meiotic prophase I, related to Figure 1. (A, B) Nuclear spreads of female germ cells at E14.5 (A) and E18.5 (B) were subjected to immunocytochemical analyses using anti-SYCP3 and anti-MAX antibodies. The stage of each germ cell was determined according to the SYCP3 staining pattern. S, somatic cells.

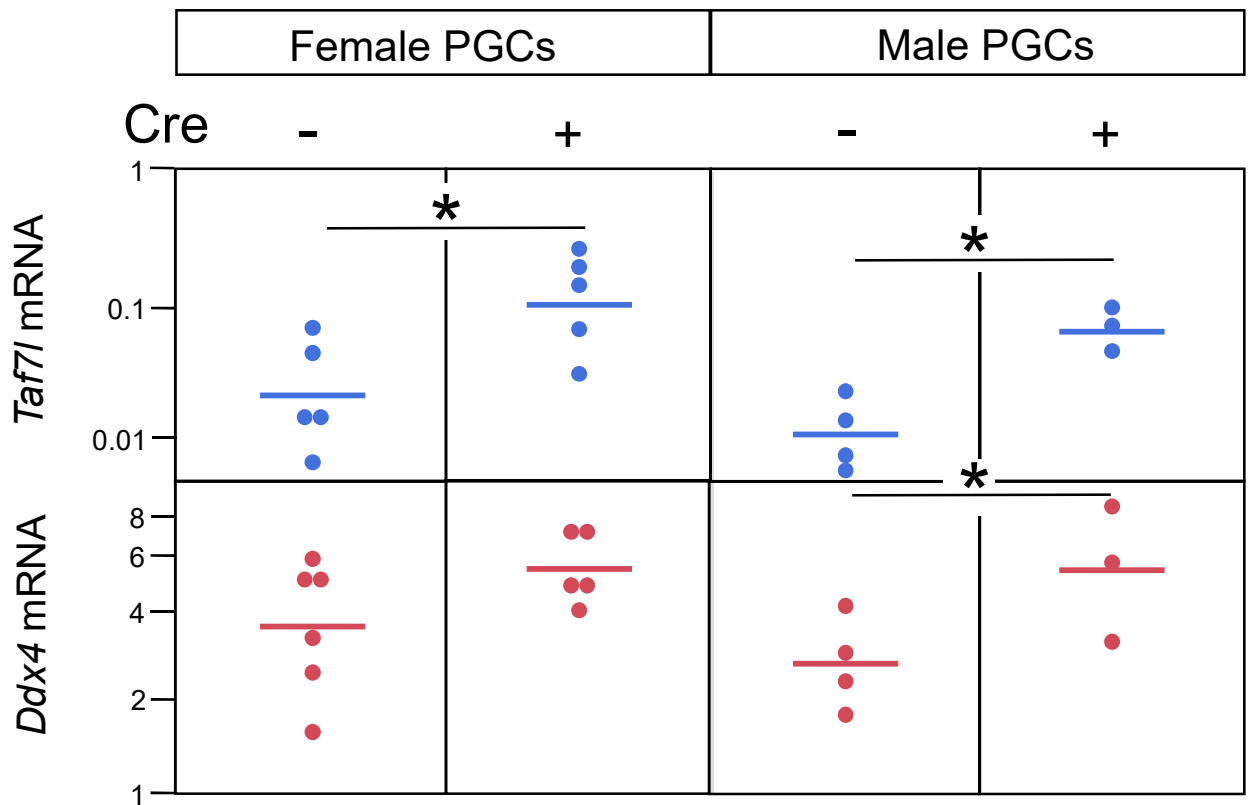

Supplementary Fig. 3. Examination of the effect of *Max* disruption on the expression of *Taf7l* and *Ddx4*. Quantitative PCR was conducted to quantify mRNA levels of *Taf7l* and *Ddx4* in germ cells from M, MC, F, and FC embryos at E11.5. Data were treated as in Figure 2C. Blue (*Taf7l*) and brown (*Ddx4*) vertical lines within the dots represent the mean. Student's t-tests were conducted, * $P < 0.05$.

A

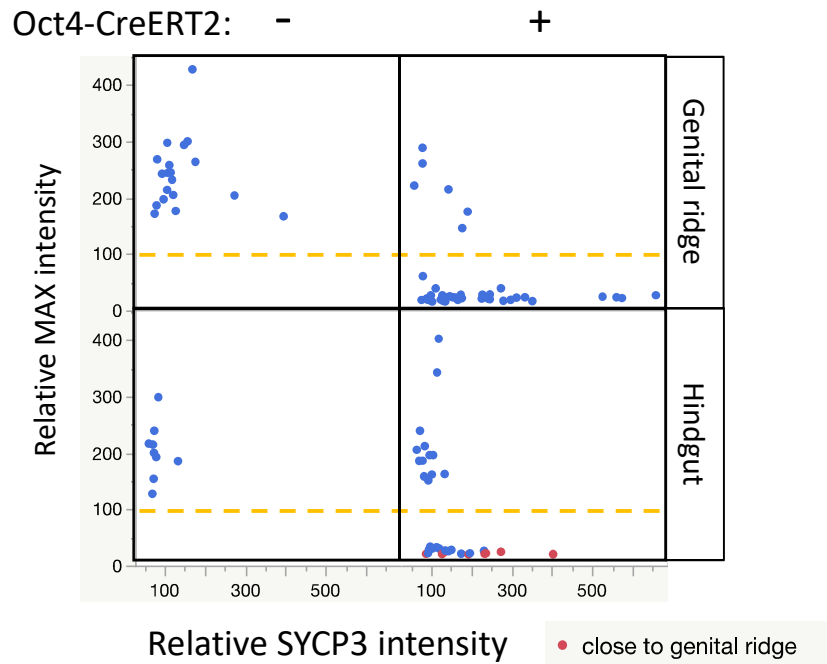

B

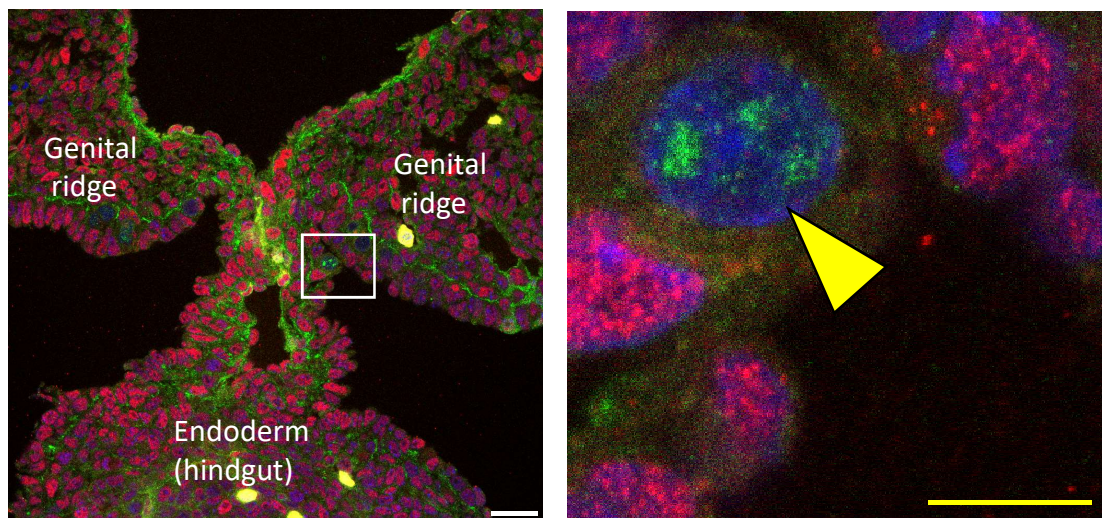

Supplementary Fig. 4. Effect of *Max* ablation on migrating PGCs at E10.5, related to Figure 2. (A) Scatter plot of the intensities of the MAX and SYCP3 staining signals in individual male and female germ cells at E10.5 in the genital ridge and hindgut that were either subjected to *Max* gene disruption by tamoxifen administration at E8.5 or control counterparts carrying no CreERT2 cDNA. The protein signal intensity was determined using ImageJ software, as in Figure 1C. The intensity of the MAX and SYCP3 signals obtained from somatic cells were set to 100. Data from germ cells that were located within the hindgut but close to the genital ridge are marked with pink dots. (B) Representative example of SYCP3-positive migrating germ cells that had migrated to the vicinity of the genital ridge. A region containing SYCP3-positive migrating germ cells is marked with a rectangle and its magnified image is shown on the right. White and yellow scale bars correspond to 25 and 8 μm, respectively.

A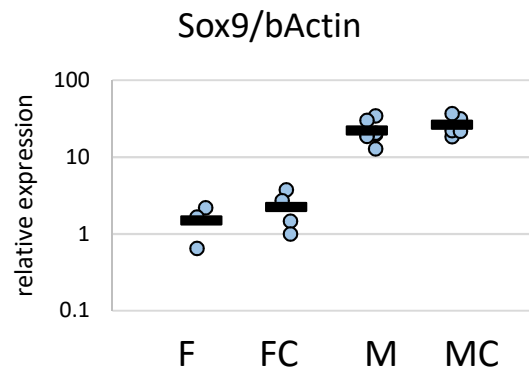**B**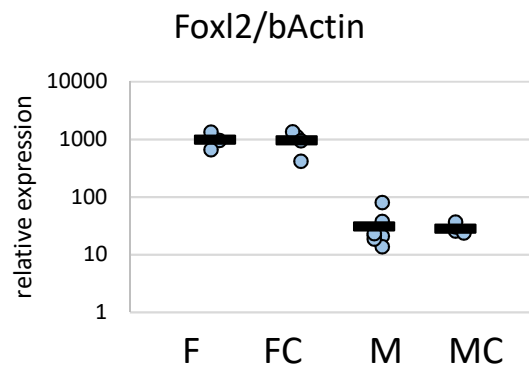

Supplementary Fig. 5. *Max* gene disruption was not accompanied by alterations to the expression of sex differentiation-related genes , related to Figure 2. (A, B) Expression levels of the *Sox9* (A) and *Foxl2* (B) genes were quantified by quantitative PCR with RNAs from whole gonads of E12.5 embryos that were subjected to Cre-mediated *Max* gene disruption by tamoxifen administration at E8.5 (FC and MC), or control counterparts carrying no CreERT2 cDNA (F and M).

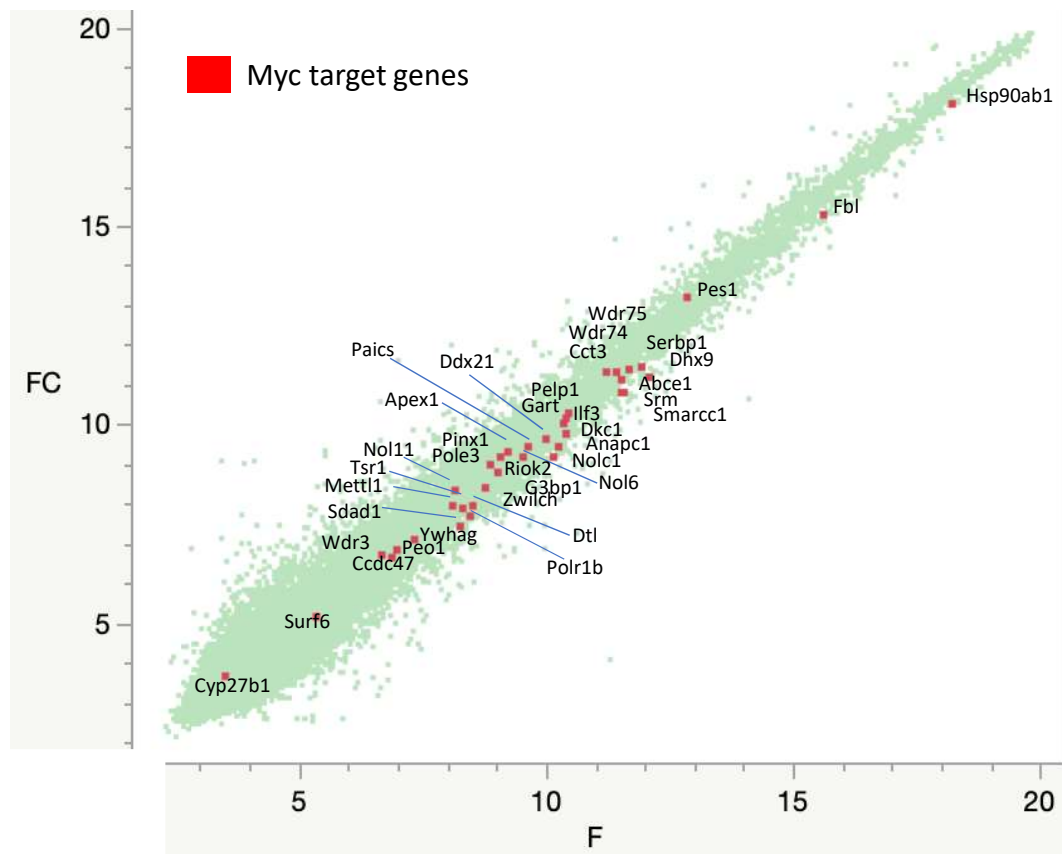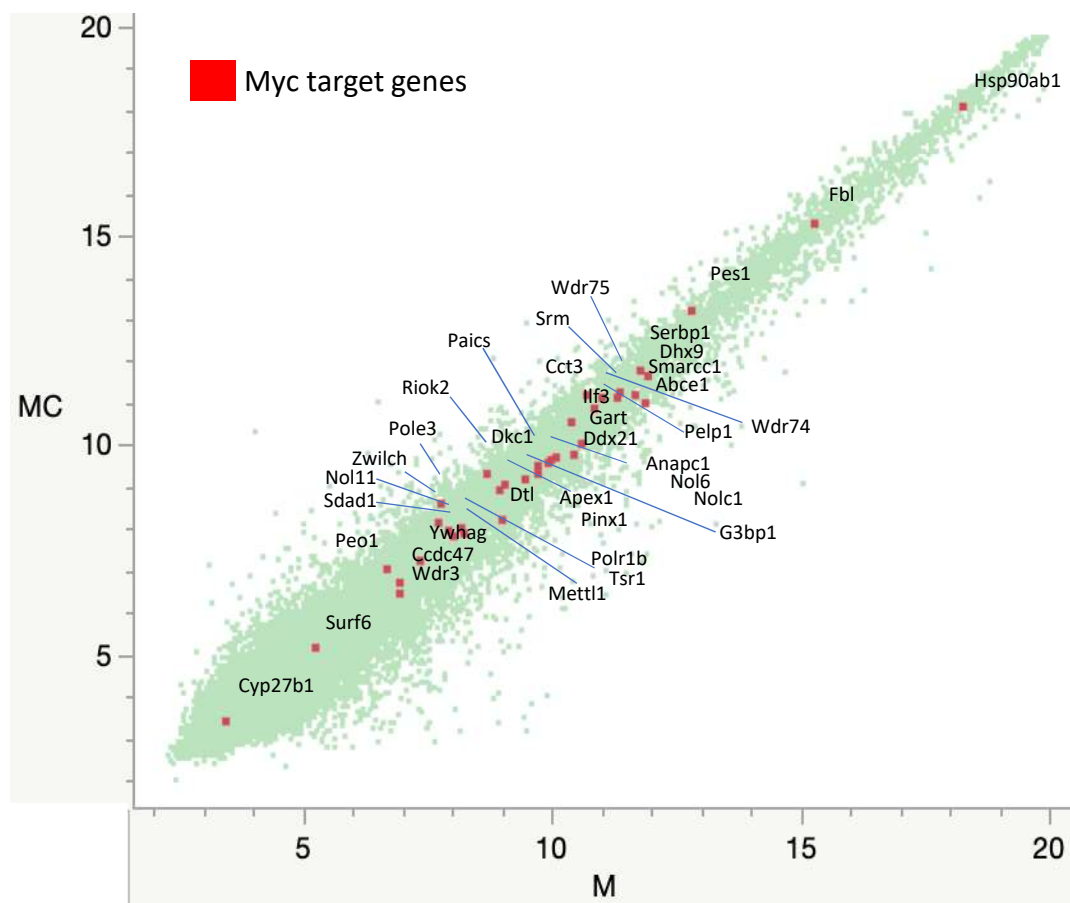

Supplementary Fig. 6. Effect of *Max* ablation on MYC target genes, related to Figure 3. Data of genes designated as cell-type independent core MYC targets⁵¹ are marked with red dots with gene symbols on scatter plots of the DNA microarray data shown in Figure 3A. The upper and lower panels show data obtained with female and male germ cells, respectively.

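The core MYC targets named in Supplementary Fig. 6 were mostly lower with CreERT2, each by less than 2-fold except for 2 genes in female germ cells. Of the 38 named genes, 35 were measured, and 33 of these were below 0 in female and 30 in male germ cells. The median log2 difference was -0.33 in female and -0.28 in male germ cells. Genes at large were below 0 too at such signals, so part of this shift is not particular to these targets. At a mean signal of 8 to 10 the median of all genes was -0.12 in female and -0.13 in male germ cells. At 10 to 12 it was -0.15 and -0.13. Srm and Nolc1 were the 2 genes at least 2-fold lower in FC, and under quantile normalization and cyclic loess neither reached 2-fold. Nol6, a ribosome biogenesis gene, was at -0.71 and -0.63, Polr1b, a subunit of RNA polymerase I, at -0.81 and -0.48, and Ddx21, a nucleolar helicase gene, at -0.68 and -0.74. Fbl, the fibrillarin gene, was at -0.48 and -0.34. Above 0 were 2 genes in female germ cells, Nol11 at 0.17 and Cyp27b1 at 0.14, and 5 in male germ cells, Twnk at 0.19, Pole3 at 0.13, Cyp27b1 at 0.09, Riok2 at 0.06 and Zwilch at 0.03. With quantile normalization and with cyclic loess, 26 were below 0 in male germ cells. At a threshold of 1.5-fold, 9 genes were lower in FC and 4 in MC, and none was higher. The genes were read from the labels of the figure, so they are described gene by gene and no test of the set was made.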

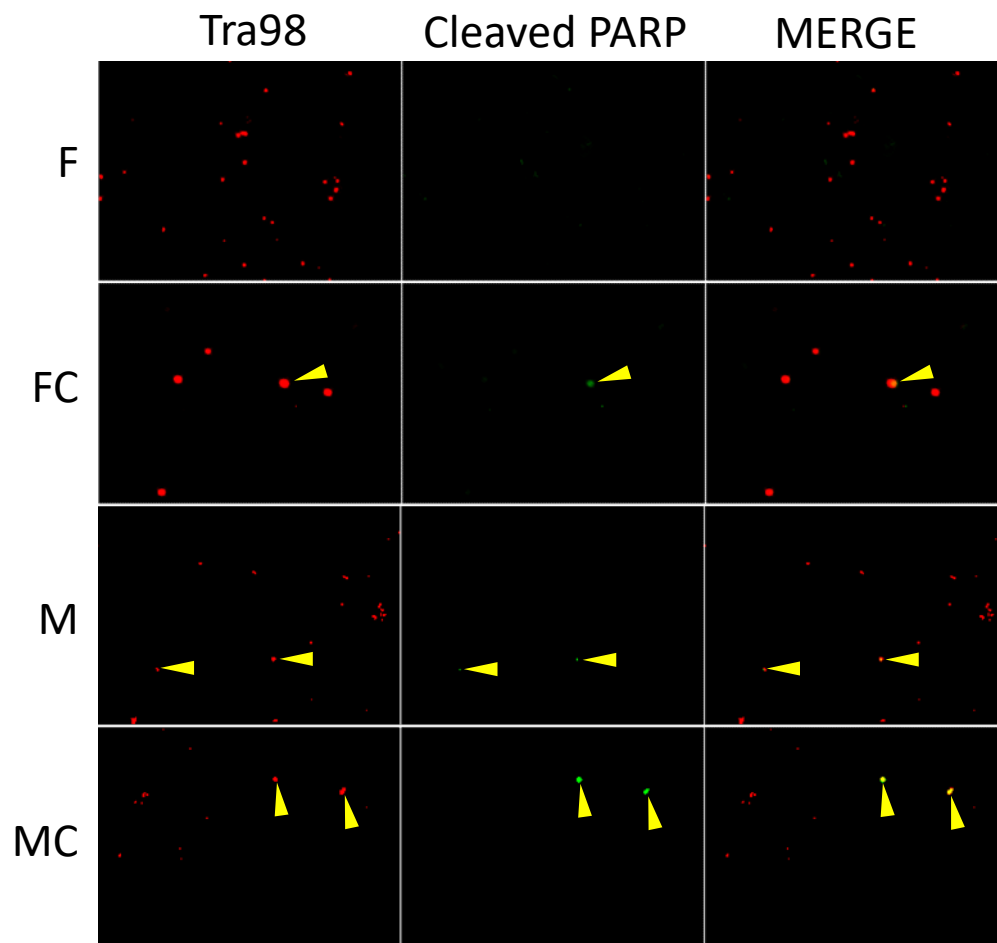

Supplementary Fig. 7. Germ cells forced artificially into meiosis by *Max* ablation showed an apoptotic phenotype , related to Figure 5. Representative images, double immunostained for TRA98 and cleaved PARP, of germ cells from whole gonads of embryos at E14.5 that were subjected to Cre-mediated *Max* gene disruption by tamoxifen administration at E8.5 (FC and MC), or control counterparts carrying no CreERT2 cDNA (F and M). TRA98/cleaved-PARP double-positive germ cells are indicated with yellow arrowheads. Percentages of cleaved PARP-positive positive germ cells in F, FC, M and MC are shown in Figure 5C.

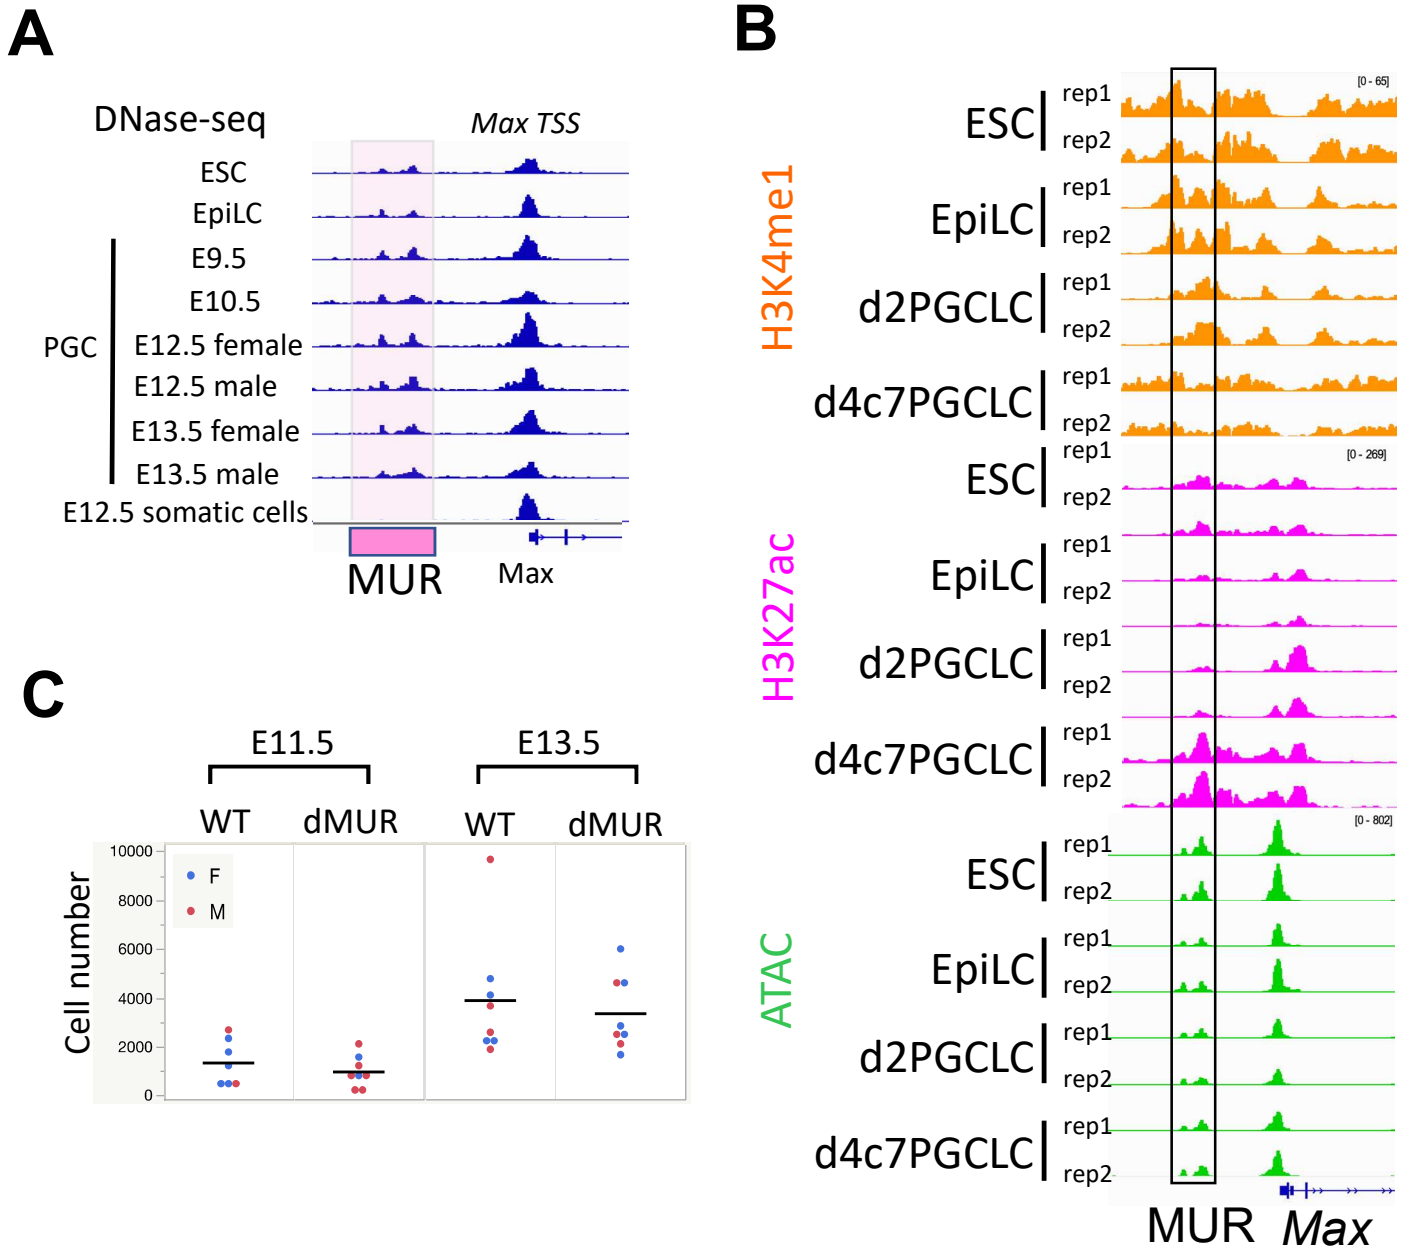

Supplementary Fig. 8. Chromatin accessibility and histone modification statuses of MUR in pluripotent cells and germ cells at the premeiotic stage and the consequence of its loss on total germ cell number, related to Figure 6. (A) DNase hypersensitivity of the region around the transcription start site of the *Max* gene and its 5'-flanking region. Publicly available data for ESCs (SRX3606939), EpiLCs (SRX3606943), and PGCs at E9.5 (SRX3606915), E10.5 (SRX3606917), E12.5 females (SRX3606919), E12.5 males (SRX3606923), E13.5 females (SRX3606925), E13.5 males (SRX3606927), and somatic cells at E12.5 (SRX3606921) reported by Li et al.⁵⁴ were used to generate this snapshot. **(B)** Histone modifications and ATAC-sequence data of the region around MUR and transcription start site of *Max* gene. Histone modification and ATAC sequence data of ESCs, EpiLC, d2PGCLC and d4c7PGCLC were obtained from functional genomic data depository of GEO under the accession numbers of GSE183826 and GSE183801, respectively. **(C)** Total germ cell numbers assessed by TRA98 staining in gonads of wild-type and mutant mice lacking MUR at E11.5 and E13.5. No statistical difference in total germ cell number between wild-type and dMUR-mutant mice was evident.

How the deposited data were processed for this re-analysis (not part of the article)

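The series holds 4 DNA microarrays of germ cells sorted from E12.5 gonads, 1 array each for female and male germ cells without CreERT2 (F and M) and with it (FC and MC). The authors deposited log2 signals of 65956 transcript clusters to 2 decimals, which range from 2.29 to 19.85. The Methods give background subtraction and robust multiarray analysis in R, and the sample notes name Transcriptome Analysis Console, with no version, so which software made the deposited values is not settled here. The deposited values were used as they stand. The array type is given differently in the Methods and in the identifiers of the table, and the annotation build and the number of embryos per sample are not given in the sources used here. Over all clusters, Pearson's r was 0.994 between F and FC and 0.994 between M and MC, across genes that are not independent replicates.

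Clusters were named from the annotation table of the array and updated to the symbols of GRCm38.p6, which changed 1756 symbols. RefSeq names of that assembly also gave biotypes and chromosomes. The 31225 clusters with 1 gene gave 30672 genes, each represented by the cluster of highest mean over the 4 arrays. Clusters with several or no gene were counted only where every cluster was counted.

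Differences are FC minus F and MC minus M on the log2 scale. With 1 array per condition, no p-value was computed for them, and genes at a difference of 1 or more (2-fold) were counted with no filter on dim genes. The overlap of the lists of both sexes was set against independent lists and against 10000 draws within 20 bins of mean signal. The effect of CreERT2 common to both sexes was fitted with limma, with sex as a block and Benjamini-Hochberg adjustment over all genes (two-sided, threshold 0.05). It has 2 arrays with CreERT2, 2 without and 1 residual degree of freedom, so a gene that responds in 1 sex counts as spread. No other splits of the samples were counted, since no compared group has 3 arrays.

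Gene lists, 23 in all, were written before the data were examined. They cover meiotic prophase, the piRNA pathway, germ cell licensing and identity, germline targets of E2F6 and PRC1.6, pluripotency, male germ cell differentiation, the retinoic acid and BMP response, PRC1.6 and the MYC network, MYC-regulated growth, cytosolic ribosomal proteins, the mitotic cell cycle, p53 and apoptosis, the immediate early response, erythroid cells, Sertoli, pregranulosa and Leydig cells, interstitium, coelomic epithelium and mesonephros, endothelium, leukocytes, keratins and skin, and sex-linked genes. Some genes are on several lists. Each list is described by its counts at 2-fold and by the percentile of its median among 10000 random lists matched on mean signal. Named genes are Max, every gene named in the Results, Fig. 3 or Supplementary Fig. 6, the 10 largest differences in each direction and sex among genes of at least median signal, up to 4 members per list at 2-fold in both sexes and the 10 genes of smallest p in the common fit. Some further members of lists are named as examples.

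The alternatives set before the data were examined were quantile normalization, median centring and cyclic loess, a filter at the median signal, the mean of a gene's clusters, every cluster, and thresholds of 1.5-fold and 3-fold. For the common fit they were also a trend in the variance prior and no sex block, and for lists unmatched random lists. A filter at a signal of 6, protein-coding genes alone and leaving out the F array were chosen after seeing the data. The methods were tested on simulated data. Of 50 genes given a common change, limma at an adjusted p of 0.05 found 0 at a log2 change of 1, 0 at 2, 24 at 3 and 44 at 4, with 2 false calls. Of 100 simulated lists of 40 genes with no shift, 8 lay outside the range of 95% of random lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. The ontology terms, the full lists of GRR and core MYC target genes and the quantitative PCR were not analysed here.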

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

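Tests of the Y-linked signals and of the MYC-regulated growth genes were chosen only after the results were seen.

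Germ cells of the F array held signals of Y-linked genes, which a female sample should lack and which the paper does not discuss. Uba1y was at 9.69 in F against 5.52 in FC and 12.82 in M, and Eif2s3y at 6.60, Uty at 5.62 and Kdm5d at 5.42 in F were each above FC by 0.92 or more. A male sample under the label F is argued against by the median F minus M of -1.12 and by Xist, at 7.80 in F against 4.55 in M and 4.60 in MC, while scatter between arrays is not settled, since of 27 Y-linked genes with a signal of 5 or more on both male arrays 4 lay above the range of 95% of genes of like signal, more than the 0.675 by chance but short of the share set for excluding scatter, and these 4 had prompted the question. RNA of male embryos in the F sample may account for the signals and stays open, as the same 4 genes alone lay at least 0.5 above FC and 0.5 below M, a count that decides nothing because at the lowest share of male signal among the 4, 10.9% for Uba1y, 0 of the other 23 could reach 0.5, and a version on the sex-linked list, 3 of 3, was not used since those genes had prompted the question. A single share is not seen, since the other 3 of the 4 genes gave 32.9% to 36.7%. Xist was 3.01 lower in F than FC, where the highest of these shares would lower it by 0.648. Cst9 gave 2.55%, but it is a Sertoli gene and not Y-linked, so this is no measure of the share. In a test added after that count the other 23 had a median of 0.12 above FC, where 10.9% would give 0.188. The 95% bootstrap interval was 0.005 to 0.17 over the 20 with distinct values, which are dim and multicopy for the most part. No biological explanation was tested.

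The MYC-regulated growth genes, of which 9 of 41 are among the targets the paper shows, had a median FC minus F of -0.46. Signal-dependent scaling between arrays is argued against as the whole cause, since after cyclic loess the medians were -0.23 in male and -0.36 in female germ cells and 0 of 10000 matched random lists were as low in either sex. For fewer cycling germ cells as the whole cause, the mitotic list had a median of -0.17 (95% bootstrap interval -0.295 to -0.02) in female germ cells. In male germ cells it was -0.10 (-0.265 to -0.03). Both lay above the growth medians, held fixed here, which the rule reads as against it. The rule assumes that fewer cycling cells lower mitotic genes as far as growth genes, which was not tested. In female germ cells Aurkb, Mki67 and Cdk1 were at -0.74, -0.66 and -0.65, while 8 of 28 members were above 0. The test therefore does not decide the question. The intervals were drawn over the genes of 1 array pair per sex, so they do not measure the spread between arrays or embryos. A biological explanation, such as a lower output of MYC targets after loss of MAX, was not tested.

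Of the 146 genes at least 2-fold lower in MC than M, 42 were small nuclear RNA genes, a class the paper does not discuss and that makes up 2.98% of all measured genes. Of the 156 genes at least 2-fold lower in FC than F, 2 were of this class, and the difference between the sexes was not tested.

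In 6 genes the sexes moved in opposite directions by at least 2-fold, and the difference was not tested. Matched random lists gave 0 to 4 genes higher in female and lower in male germ cells in 95% of draws, where 3 were seen, and 0 to 2 the other way, where 3 were seen and the highest of 10000 draws was 6. FC minus F was 3.51 for Mir5123, 1.60 for Tuba4a and 1.27 for Thbs1, where MC minus M was -2.27, -1.26 and -2.07. It was -2.07 for Cst9, -1.35 for Snord73a and -1.14 for Gm21028, where MC minus M was 1.51, 1.82 and 1.18. The median of the retinoic acid and BMP response list was 1.03 in female and -0.10 in male germ cells, also untested, and the male value turned to 0.03 with quantile normalization and 0.05 with cyclic loess.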

How the results depend on the processing

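Settings with a signal of at least 6, with protein-coding genes alone and without the F array were chosen after the results were seen. Counts are given for genes higher in FC, lower in FC, higher in MC, lower in MC and higher in both sexes. They were 612, 863, 479, 826 and 76 at 1.5-fold, 44, 23, 12, 26 and 7 at 3-fold, and 305, 376, 202, 506 and 41 over every transcript cluster, as these settings lower or raise the threshold or count more features. Median centring gave 233 lower in MC, and protein-coding genes alone gave 95 lower in FC and 55 lower in MC. The share of higher genes among those that differed in male germ cells was 32.1% as deposited, 48.0% with quantile normalization, 44.7% with cyclic loess and 19.7% with median centring, so the balance of higher and lower genes depends on the scaling and the cause was not tested. Of the 25 genes higher in both sexes, 21 were in the list under all 3 scalings, and 20 genes were higher in both at a signal of at least 6. Without the F array, 414 genes were at least 2-fold higher in FC than M, 31 of them also in MC than M, but both comparisons use the M array and the first also differs in sex, so this says nothing about stability. The filter at the median signal removed no counted gene and says nothing about stability. The share of meiotic prophase genes higher in FC was 50.0% at 1.5-fold, and their female median was 0.66 with quantile normalization and 0.68 with cyclic loess. Their male median was 0.045 with median centring, 0.11 with quantile normalization and 0.12 with cyclic loess. The share of MYC-regulated growth genes that differed in female germ cells was 2.44% with quantile normalization and with cyclic loess and 36.6% at 1.5-fold, and 19.5% in male germ cells at 1.5-fold, while the male median was -0.22 and -0.23 with these scalings. The cause of these shifts with scaling was not tested. In the common fit, 0 genes passed the adjusted threshold in all 8 settings, with 1342 to 2510 genes at an unadjusted p under 0.05. For the 118 named genes, 925 of 944 values in 4 settings kept their side of 2-fold, 16 fell short of it and 3 newly reached it. A change of sign was seen in 20 values of 12 genes, all within 0.14 of 0 as deposited. The common fit takes F with FC and M with MC as pairs through the sex block, and leaving out either pair leaves no residual degrees of freedom, so it gives only the difference of the other sex.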

Differences from the paper's values

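No tests are reported for these comparisons, and all settings named were set before the data were examined. The paper's Fig. 3B shows about 660 genes more than 2-fold higher in FC than F, read by eye, where 168 were counted here. It shows about 470 higher in MC than M in Fig. 3B, read by eye, where 69 were counted, and about 110 in both sexes in Fig. 3B, read by eye, where 25 were counted. At 1.5-fold the counts were 612, 479 and 76, within 1.5 times the paper's. Under quantile normalization, median centring, cyclic loess, the filter at the median signal, the mean of a gene's clusters, every transcript cluster and the 3-fold threshold, all 3 counts stayed more than 1.5 times below the paper's.

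Fig. 3B lists Stra8 among genes more than 2-fold higher in both sexes, where its male difference was 0.66, a fold of 1.58, and its female difference was 3.22. By quantitative PCR the paper reports a notable Stra8 change only in female germ cells at E12.5, and its Discussion describes no Stra8 activation in male ones. Fig. 3B lists Ddx4 for male germ cells only, where it was at least 2-fold higher in both sexes here. Of the 8 measured genes it lists for male germ cells, 2 reached 2-fold in MC, and 4 did at 1.5-fold. Of the measured genes that Fig. 3D places in female germ cells only, 3 of 7 reached 2-fold in FC, and of those placed in male germ cells only, 1 of 6 in MC. Of the 15 genes listed for both sexes, 11 reached 2-fold in both, and 14 at 1.5-fold. Fig. 3C gives oxygen transport as a term of the higher genes, where 0 of 22 measured erythroid genes were at least 2-fold higher in either sex. The adult globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were not among those measured.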

Other observations

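Tests of germ cell stage and of E2F6 and PRC1.6 targets were chosen only after the results were seen, while those of red blood cells, somatic cells and dim probe sets were written before.

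Of 13 genes of the retinoic acid and BMP response, 7 were at least 2-fold higher in FC and 0 in MC, a difference between the sexes that was not tested. They were Stra8 at 3.22, Rec8 at 1.75, Id1 at 2.43, Gata2 at 1.32, Msx2 at 1.24, Id3 at 1.06 and Id2 at 1.03. Immediate early genes were higher in both sexes, with medians of 0.79 in female and 0.25 in male germ cells, each above 100% of matched random lists, and 4 of 19 were at least 2-fold higher in FC and 0 in MC. The 4 include Klf6 at 1.60, Fosb at 1.43 and Fos at 1.32. Of 13 genes of male germ cell differentiation, the Nodal target Lefty2 was at -1.35 in female germ cells, and the list's medians were -0.18 and 0.06. Lefty2 was at 5.53 in F, 4.18 in FC and 6.01 in M, so that F, the array with Y-linked signals, lay nearer to M than to FC.

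Markers of other cell types differed between the arrays as well, although the cells had been sorted for SSEA-1. Of 18 endothelial genes, 5 were at least 2-fold lower in FC, among them Cdh5 at -1.73 and Kdr at -1.40, with medians of -0.56 and -0.11. Interstitial genes had medians of -0.325 in female and 0.19 in male germ cells, and leukocyte genes -0.25 and 0.09, with Tyrobp at -1.43 in FC and Pf4 at -3.44 in MC. Of 22 Sertoli genes, 3 were higher in MC, namely Nr0b1 at 1.65, Cst9 at 1.51 and Amh at 1.02, with medians of 0.03 and 0.37. Steroidogenic genes had medians of -0.02 and 0.29, and pregranulosa genes 0.15 and 0.18. Of 16 genes of coelomic epithelium and mesonephros, 4 were higher in FC, among them Krt18 at 1.48 and Krt8 at 1.33, with medians of 0.255 and -0.11, the second of which turned above 0 with quantile normalization and cyclic loess. Of the 5 measured sex-linked genes, the median was -0.92 in female and 0.21 in male germ cells. Small RNA genes made up 24.4% of the genes lower in FC and 51.4% of those lower in MC, and 7.74% and 20.3% of those higher, against 9.26% of all genes.

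A larger share of red blood cells with CreERT2 could raise genes of oxygen transport. Only 37.5% of 16 bright erythroid genes were higher in FC and 56.2% in MC, which the rule written before reads as against it. Bright meant at or above the median signal, 3.92 in the female pair, and members such as Klf1, at 4.25 in F and 4.04 in FC, lie close to it. The percentages therefore decide little. Of the measured globin genes, Hbb-y was at -0.57 and -1.22, Hbb-bh1 at -0.70 and -0.60, Hba-x at 0.80 and 0.57 and Hbb-bh2 at 0.01 and -0.10. The adult globin genes were not measured, so the question stays open. A smaller share of somatic cells in the MC sample could lower genes there, but of 4 lists of bright somatic markers, 3 had a median at or above 0 in MC, at 0.39 for Sertoli cells, 0.26 for steroidogenic cells and 0.19 for interstitium, with -0.11 for endothelium. None of the lists holds the platelet genes Pf4 and Ppbp, which had the largest falls in MC among genes of at least median signal, at -3.44 and -3.26. The test therefore does not cover blood cells.

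Among the genes higher in both sexes, scatter of dim probe sets is argued against, since random lists matched on mean signal shared at most 5 genes where 25 were shared. The overlap among bright genes, 43.8 times that of independent lists, adds nothing, as all 25 genes pass that filter. For the genes higher in FC, none of the 168 counted was among the 11017 dim genes, a value of 0 that the filter fixes, so nothing was learned from it. A later stage of germ cells in the FC sample could not raise the 25 genes in MC over M, since FC has no part in that difference. Whether the MC sample was of a later stage than M was not tested. For the difference of the 25 genes between FC and F, a later stage of the FC sample stays open. The pluripotency genes, which it would lower, had a median at percentile 97.8 of random lists, only just above the range of 95% of them (0.07 against 0.065), with members going both ways. Release of E2F6 and PRC1.6 targets by loss of MAX may account for the shared genes, but the 6 list members that Fig. 3B does not name lay at percentile 60.2 in male and 100% in female germ cells, which leaves it open. Of these 6, Stk31 is named in Fig. 3D, so they are not free of the paper's choice.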
